# The Maternal Transcriptome of the Crustacean *Parhyale hawaiensis* Is Inherited Asymmetrically to Invariant Cell Lineages of the Ectoderm and Mesoderm

**DOI:** 10.1371/journal.pone.0056049

**Published:** 2013-02-13

**Authors:** Peter Nestorov, Florian Battke, Mitchell P. Levesque, Matthias Gerberding

## Abstract

**Background:**

The embryo of the crustacean *Parhyale hawaiensis* has a total, unequal and invariant early cleavage pattern. It specifies cell fates earlier than other arthropods, including *Drosophila*, as individual blastomeres of the 8-cell stage are allocated to the germ layers and the germline. Furthermore, the 8-cell stage is amenable to embryological manipulations. These unique features make *Parhyale* a suitable system for elucidating germ layer specification in arthropods. Since asymmetric localization of maternally provided RNA is a widespread mechanism to specify early cell fates, we asked whether this is also true for *Parhyale*. A candidate gene approach did not find RNAs that are asymmetrically distributed at the 8-cell stage. Therefore, we designed a high-density microarray from 9400 recently sequenced ESTs (1) to identify maternally provided RNAs and (2) to find RNAs that are differentially distributed among cells of the 8-cell stage.

**Results:**

Maternal-zygotic transition takes place around the 32-cell stage, i.e. after the specification of germ layers. By comparing a pool of RNAs from early embryos without zygotic transcription to zygotic RNAs of the germband, we found that more than 10% of the targets on the array were enriched in the maternal transcript pool. A screen for asymmetrically distributed RNAs at the 8-cell stage revealed 129 transcripts, from which 50% are predominantly expressed in the early embryonic stages. Finally, we performed knockdown experiments for two of these genes and observed cell-fate-related defects of embryonic development.

**Conclusions:**

In contrast to *Drosophila*, the four primary germ layer cell lineages in *Parhyale* are specified during the maternal control phase of the embryo. A key step in this process is the asymmetric distribution of a large number of maternal RNAs to the germ layer progenitor cells.

## Introduction

The establishment of germ layers is a major decision about future cell fates and organs that all embryos take early in development but reach in different ways. So far, progress has been made in understanding germ layer formation in model organisms that represent different phyla. This progress, however, has been slower in addressing the diversity found among non-model organisms and within phyla. For the phylum of arthropods, studies in the fruit fly *Drosophila* are leading the way. Analysis of early *Drosophila* development has characterized many of the genes and interactions of their products responsible for the specification of the germ layers and the germ line. The first studies used forward genetic screens to identify Dorsal protein as a primary asymmetry factor upstream of the specification of germ layers [1], [2]. Microarrays and large-scale *in situ* screens uncovered a small number of additional zygotic RNAs that are differentially distributed along the dorso-ventral axis [3], [4]. Traits found in the development of *Drosophila* do not apply to arthropods in general, as embryos of arthropods show highly divergent traits, especially during early stages and germ layer formation. The scope of arthropod developmental diversity is becoming increasingly obvious from the growing number of studies of embryonic development across different arthropod taxa [5], [6]. The study of species with divergent modes of embryonic development can reveal divergent molecular programs [5], [7], [8], [9].

The embryo of *Parhyale* shows a germ layer formation by an invariant early cell lineage. In the first three zygotic divisions, eight cells are generated that differ in their morphology. Each of these cells is programmed to contribute exclusively to only one of the germ layers [10],[11]. This fate restriction for germ layers has no correspondence in *Drosophila* but resembles the situation found in *Caenorhabditis elegans* and *Ciona* [12]. In *Paryhale*, however, it takes place earlier than in *C. elegans* and *Ciona* and it is the earliest establishment of germ layer restriction known in animals. Previous studies in *Parhyale* on a few candidate genes showed no early spatial restriction of RNA among the blastomeres of the 8-cell embryo [13],[14],[15]. One of the limitations of emerging model organisms is the lack of genome sequence data and gene annotations. In fact, there are currently only 49 entries in NCBI’s GenBank for *P. hawaiensis* and the only crustacean organism that has been sequenced and the data has been made publicly available is the water flea *Daphnia pulex* [16]. A genomic BAC library for Parhyale has been generated and partially sequenced in attempt to uncover *Parhyale*’s 3 Gb genome [17]. Recently, two independent laboratories applied next generation sequencing to analyse the developmental transcriptome of *Parhyale* through *de novo* assembly and homology searches [18],[19]. Both studies point to a highly complex transcriptome, which raises the need of a transcriptomics approach to identify the major genes controlling developmental processes such as lineage specification in the embryo. Therefore, the current study set out to address a potential temporal and spatial restriction of RNAs using a high-density oligonucleotide microarray. Specifically, we asked what portion of the known ESTs (Expressed sequence tags) correspond to maternal transcripts; what portion of these maternal transcripts is distributed differentially among mesoderm and ectoderm progenitors; and whether a function for maternal RNAs in mesoderm and ectoderm formation can be shown. By combining the microarray with immunocytochemistry, *in situ* hybridization, and gene knockdown experiments, we demonstrate that 10% of the 6386 targets are maternal transcripts and that more than 10% of these maternal transcripts are inherited differentially to the progenitors of the four germ layers. In addition, we show for two asymmetrically distributed maternal RNAs that their knockdown has an effect on embryonic development.

## Results

### Custom Gene Expression Microarray for *Parhyale hawaiensis*

The current study aimed at a large-scale identification of transcripts involved in germ layer specification during early development of *Parhyale hawaiensis*. For this purpose we used the existing *Parhyale* EST libraries and the Agilent eArray platform to design a high-density microarray in the 8×15 k format, i.e. eight arrays on a single slide and each array consisting of 15744 probe 60-mer DNA oligonucleotides. The GEO accession number for the microarray platform is GPL16208. The microarray was based on 9042 EST sequences, which were assembled in 6386 contigs (including singletons). We employed a bioinformatics approach to map all probes to their corresponding target (excluding cross-hybridizing probes) and then calculated the average expression values, fold-change values and statistical analysis taking into account the number of probes per target. Detailed explanation of EST contig assembly, probe mapping and cross-hybridization analysis is provided in the Material and Methods section. Furthermore, for 16 genes of interest we designed multiple probes, which were spotted a total of 742 times on the chip (*Ph-vasa*, *Ph-armadillo*, *Ph-brachyury, Ph-gata, Ph-midline, Ph-nanos, Ph-PL10, Ph-tinman* and several *Wnt* homologs). We also designed both sense and antisense probes for a set of 181 ESTs, which allowed us to determine the background expression signal. Finally, the array includes 536 manufacturer control probes that were used for quality control (integrated in Agilent’s Feature Extraction software).

### Immunohistochemical Assay Indicates an Onset of Zygotic Transcription After Germ Layer Specification 690 of the 1494 Expressed Genes are Maternally Enriched

In a very wide range of eukaryotic species, the initial steps of embryonic development occur under maternal control, while the zygotic genome remains transcriptionally silent [20]. The embryo takes over the control of development in the process of maternal to zygotic transition (MZT), when the zygotic genome is activated and maternally provided determinants are gradually degraded. We used an antibody against the Ser2-phosphorylated RNAPII to detect transcription in early *Parhyale* embryos and determined the time point of maternal-zygotic transition (Figure 1). A signal was first detected in some cells of 32-cell-stage embryos, indicating the start of MZT, possibly with a minor wave of genome activation, preceding the major genome activation (Figure 1B, B′). A uniform signal in all cells was detected in 100-cell-stage embryos, suggesting the start of the zygotic control of embryonic development (Figure 1C, C′). Furthermore, we performed an immunoblot and detected activated RNAPII in protein extracts from 100-cell stage embryos but not in 1- or 8-cell embryos, which confirmed the observed immunohistochemical (IHC) staining (Figure 1D, D′). These results suggest that germ layer progenitors at the 8-cell stage of *Parhyale* are specified under maternal control, while the zygotic genome is still transcriptionally silent.

**Figure 1:**
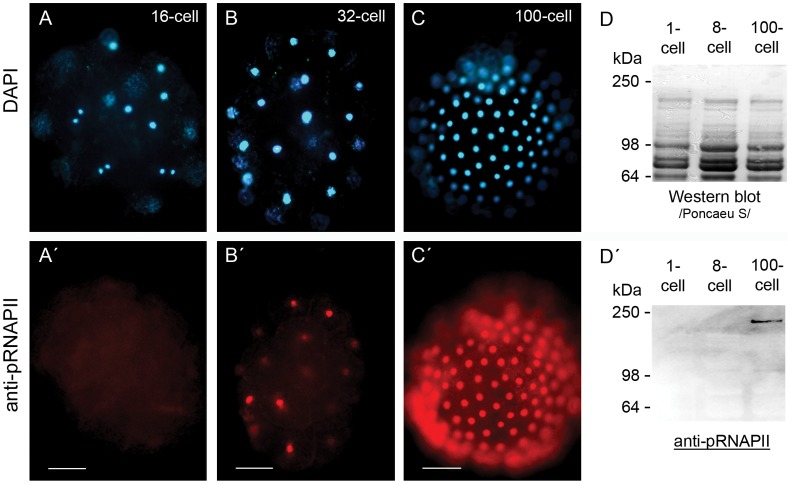
Immunodetection of early embryonic transcription. Immunohistochemical detection of active RNAPII was performed with a commercially available monoclonal antibody against the Ser2 phosphorylated CTD of RNAPII (H5) and an Alexa 446 conjugated secondary antibody. (A-C) DAPI stained nuclei of a 16-cell stage embryo (A), 32-cell stage embryo (B) and a 100-cell stage embryo (C). An antibody signal was not detected in 16-cell stage embryos (A′). First signs of active transcription were visible in 32-cell stage embryos (B′) and fully active transcription was detected in 100-cell stage embryos (C′). Scale bar corresponds to 100 µm. In order to confirm the whole mount immunostainings, we performed a Western blot with protein extracts from 1-cell, 8-cell and 100-cell embryos (**D**). The 220 kDa phosphorylated RNAPII was detected only in the 100-cell stage protein extract (**D**′).

As evident from the IHC assay and the immunoblot (Figure 1), there is no zygotic transcription up to the 8-cell stage. Therefore, RNA pools isolated from these stages were considered as maternally provided transcripts only. Total RNA was isolated from the first three stages of embryonic development (1- to 4-cell stage respectively) and from transcriptionally active embryos (100-cell germ disc and germ band stage embryos). The labelled cRNA was hybridized to the microarray as described in Figure S1. 

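Maternal RNA of early embryos (1- to 4-cell stages) and RNA of late embryos (days 2 to 5 in the sample labels) was compared on 6 arrays with 2 channels each. The arrays were 3 biological replicates with 2 technical arrays per replicate. In replicate 1 the late embryos were labelled with Cy5, and in replicates 2 and 3 the early embryos were, so the dye swap was not balanced and fold changes and bounds are open to dye bias. With a dye term, all 2479 targets called without it were called in the same direction. That fit takes its error only from the difference of replicates 2 and 3, so its number of calls does not settle the dye bias. Each array carried 15744 spots, 15208 with Parhyale probes and 536 with the manufacturer's controls. The authors deposited intensities for each dye, from which the scanner software had already subtracted the background. These intensities were corrected with the normexp method at an offset of 50, scaled within arrays by loess and between arrays by the Aquantile method. Identical probes were averaged, and the probes of a target were joined by median polish. Probes were assigned to targets by the name of the sequence they were designed on, with both orientations kept apart, which gave 9385 targets; a file that joins probes to the contigs of the study was not used here. Technical arrays were averaged as labelled, and the log2 ratio of late over early embryos was tested in limma over the 9371 targets measured in at least 2 replicates. Target names with a protein are BLAST matches in other species. The average log2 expression of both channels is the A-value.
The early channel was well above background for 56.9% of the spots on array 1 and 62.2% on array 5, but for 30.8% on array 4 and 31.2% on array 6. Across expressed targets, which are not independent replicates, Pearson's r of the log2 ratios was 0.998 between arrays 3 and 5 and 0.996 between arrays 4 and 6. It was 0.834 for the labelled pair of arrays 3 and 4 and 0.826 for the labelled pair of arrays 5 and 6. The technical arrays of replicates 2 and 3 thus differed more within a labelled pair than across the pairs. Arrays 4 and 6 each entered 1 of these replicates, and the number of arrays limits the precision of every value. Replicates 2 and 3 each averaged 1 of arrays 3 and 5 with 1 of arrays 4 and 6. The difference between these 2 kinds of array therefore does not enter the spread between replicates 2 and 3. Standard errors and calls with the labelled pairs can thus understate the spread.

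**Figure D1:**
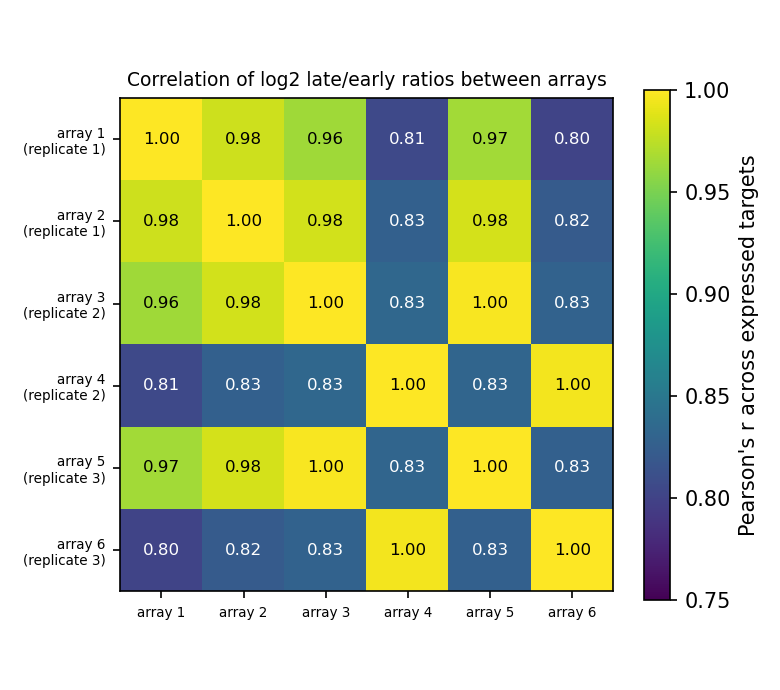
Pearson's r of the log2 ratio of late over early embryos between the 6 arrays, across expressed targets; both axes list the arrays, with the labelled replicate on the vertical axis, and the colour gives r. Arrays 4 and 6 correlate with each other at 0.996 and with array 1 at 0.81 and 0.80.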

Data analysis of the microarray hybridization revealed the maternally enriched transcripts in respect to the zygotic transcriptome (Table S1, GEO accession number GSE41885). 

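Late embryos had far less RNA of 3497150_1, a protein with a chitin-binding domain (log2 late over early -7.27, standard error 0.13, n = 3), and of 3501583_1, a WD repeat protein (-6.21, standard error 0.09). The EST zaFBplate1_E23_092, which matches Parhyale nanos, a repressor of translation in the germ line, fell by 5.60 on the log2 scale (standard error 0.09). In the other direction, 3496026_6, described as acid prostate, rose by 6.69 (standard error 0.19) and 3496563_4, an actinin-like protein of the kind that cross-links actin filaments, by 5.63 (standard error 0.18). The lysosomal protease cathepsin L (3496921_1) rose by 5.30 (standard error 0.10, late channel saturated on 1 array) and the metal-binding protein metallothionein (3500830_1) by 5.16 (standard error 0.35).
In total, 1405 targets were higher in early embryos and 1074 were higher in late embryos at a Benjamini-Yekutieli adjusted p under 0.05 in limma. With the technical arrays of replicates 2 and 3 paired crosswise, or without replicate 2 or replicate 3, limma called 0 targets in either direction, with 3498, 3712 and 3799 targets at an unadjusted p under 0.05; this limit holds for every single target called here and beside later conclusions. All 2449 called targets that could be tested with the crosswise pairs kept their direction. Both pairings average the same 6 arrays, so apart from missing values that outcome was fixed in advance. With the log ratios of the scanner software 218 targets were higher early and 183 late, and the fold change of 68 of 128 named targets moved by over 1.5 times.

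**Figure D2:**
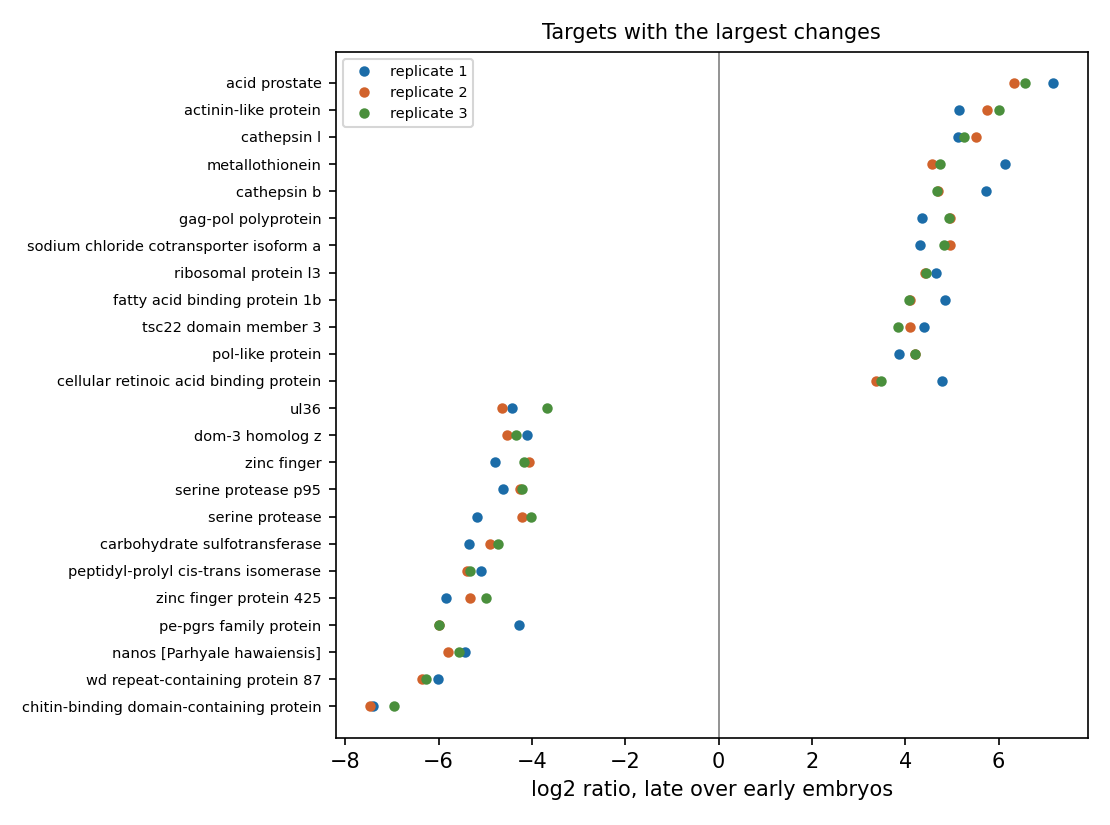
Log2 ratio of late over early embryos on the horizontal axis for the 12 largest rises and the 12 largest falls on the vertical axis, among expressed targets measured in all replicates, with 1 target per protein description; each point is 1 of 3 biological replicates. Targets were chosen to have all replicates on the same side of 0.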

By setting the cut-off for the adjusted p-value at 0.05, we identified 1523 targets enriched in the early stages of development and 1278 differentially expressed in transcriptionally active embryos. We made the analysis more stringent by introducing an additional cut-off for the average expression value (A-value). 

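The level of signal without a transcript was read from ESTs with probes in both orientations. For zaFBplate1_E16_060, an EST of Ph-cg1295, the forward target had an A-value of 14.6 and the reverse target 6.54. For zaFBplate1_H17_073 the order was the opposite, with 6.88 for the forward and 11.7 for the reverse target. Both targets of zaFBplate1_I23_088 were bright, at 14.9 and 10.8.
Among 314 such ESTs with both orientations tested, of 318 on the array, 104 had a forward target and 87 a reverse target at or above an A-value of 8.8; both were above it for 13 ESTs and neither for 136. Reverse targets had a mean A-value of 8.21 (SD 2.52), and the mean plus 3 SD was 15.8. For the dimmer target of each pair the mean was 6.88 (SD 0.953) and the mean plus 3 SD was 9.74. Over the 181 negative-control orientations of the authors' deposited results table, a set chosen here after seeing the data, the mean was 6.72 (SD 0.985) and the mean plus 3 SD was 9.67. The A-value of 8.8 set by the paper was used as the cut-off for expression throughout.

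**Figure D3:**
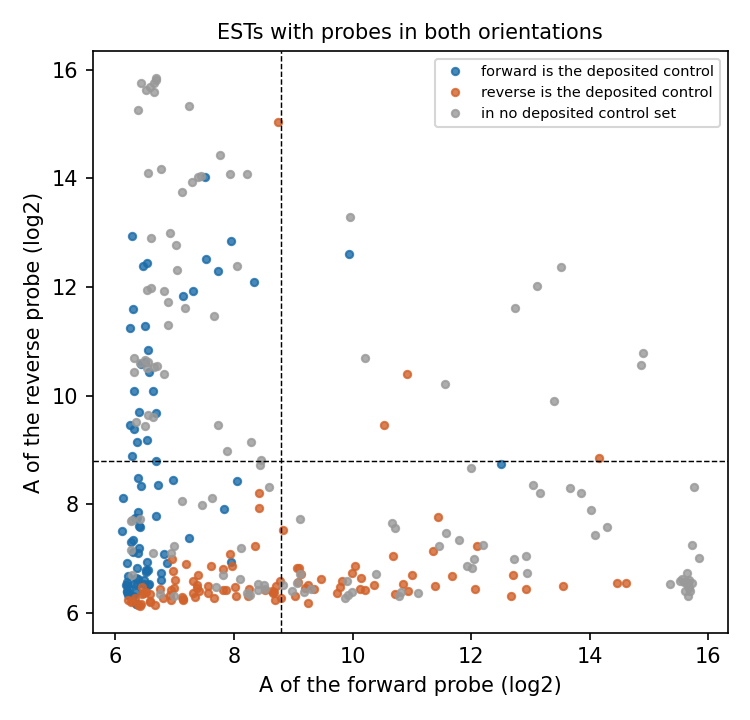
A-value (log2) of the forward probe on the horizontal axis and of the reverse probe on the vertical axis for each EST with both; colours give the orientation that the deposited table lists as the control, and dashed lines mark 8.8. Only 13 ESTs lie above both lines.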

For this purpose we determined the mean A-value of the internal negative controls (antisense targets), and set the cut-off three standard deviations away from the mean (at an A-value of 8.8, corresponding to about 450 relative fluorescent units in a range from 0 to 65000). This led us to a group of 1494 genes, which we defined as being expressed in early and/or late embryos. 

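Among targets of the translation machinery, 30 of 99 cytosolic ribosomal protein targets and 12 of 52 targets of translation factors had an A-value of at least 8.8. Ribosomal protein S18 (3500789_1) had an A-value of 13.1. Of the enzymes and subunits of oxidative phosphorylation, 30 of 78 targets were expressed, and of heat shock proteins and chaperonins 15 of 41. Of zinc finger proteins 13 of 114 targets were expressed, and of sequences similar to transposons 26 of 272. Among developmental regulators 1 of 25 was expressed, the notchless homolog 3504910_2, named for its interaction with Notch, at an A-value of 10.6.
In all, 2395 of 9371 tested targets were expressed by this criterion; differences between lists in this share were not tested. Of these targets, 2233 had an early channel well above background on every array. The lists were fixed by words of the protein descriptions before the data were examined. Neither channel was well above background on any array for 41 of the 99 ribosomal and 34 of the 78 oxidative phosphorylation targets. A target that was not called expressed therefore does not show a silent gene. Restricted to targets named in the deposited results table, 821 were expressed, and with the cut-off taken from the reverse targets, 5.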

A striking difference between the maternal and zygotic transcriptomes was observed, since 1258 of the 1494 expressed genes were enriched in one of the RNA pools (Figure 2A). 

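Part of the genes of protein synthesis and of lysosomal breakdown rose towards late embryos. Of 99 cytosolic ribosomal protein targets, 32 rose, none fell and 67 did not pass (35 rose when adjusted over the list alone); ribosomal protein L3 (3496100_1) rose by 4.50 on the log2 scale (standard error 0.08, n = 3). Of 27 cathepsin targets, 10 rose, none fell and 17 did not pass (17 rose when adjusted over the list alone). Cathepsin B (3498791_1, 5.04, standard error 0.25) rose, as did cathepsin C (3499998_1), at least 20.0-fold higher in late embryos from the background-subtracted intensities. From the mean signals the cathepsin C log2 ratio was 4.201, which lies below that bound. Among 52 translation factor targets 10 rose, none fell and 42 did not pass (11 rose when adjusted over the list alone), such as the elongation factor 2 target 3509025_2 (3.09, standard error 0.06) and eIF3 subunit C (3496346_1, 3.12, standard error 0.08). Sequences similar to transposons went both ways, with 48 risen, 18 fallen and 206 not past the threshold (53 and 22 when adjusted over the list alone). Neither channel was well above background on any array for 41 ribosomal, 4 cathepsin, 22 translation factor and 78 transposon-like targets. For such targets a missing call does not show unchanged RNA.
Of 31 targets of serine proteases and trypsins, 2 rose, 11 fell and 18 did not pass (7 and 13 when adjusted over the list alone). Zinc finger proteins, many of which bind DNA or RNA, had 6 risen, 17 fallen and 91 not past the threshold (6 and 18 when adjusted over the list alone). RNA helicases had 13 risen, 4 fallen and 49 not past the threshold (14 and 5 when adjusted over the list alone). Neither channel was well above background on any array for 3 serine protease and trypsin, 45 zinc finger and 31 helicase targets.
Of 25 lists, 9 passed limma's camera test, and 4 with a dye term. In camera with a preset correlation of 0.01, the adjusted p was 1.45e-05 for cytosolic ribosomal proteins, 2.61e-05 for cathepsins, 0.0155 for transposon-like sequences, 0.0360 for serine proteases and trypsins, 0.0370 for translation factors, 0.0408 for zinc finger proteins and 0.0496 for RNA helicases. None of these calls held with an estimated correlation: the adjusted p was 0.422 with an estimated correlation for the first 5, and 0.676 for zinc finger proteins and RNA helicases. The estimate was above the preset value for cathepsins (0.0857), zinc finger proteins (0.155) and RNA helicases (0.176). It was under that value for ribosomal proteins (-5e-04), transposon-like sequences (0.0037), serine proteases and trypsins (-0.0201) and translation factors (-0.0042). In these lists a stronger correlation of members was therefore not what lost the call. For ribosomal proteins the unadjusted p in camera was 5.82e-07 with the preset correlation and 0.0203 with the estimated one. No other list had a lower unadjusted p with the estimated correlation. What lost the calls in that setting was not tested. The zinc finger call was also lost with the technical arrays paired crosswise (adjusted p = 0.0554), and the RNA helicases turned direction when only targets at or above the cut-off were tested. In all, 1210 of the 2395 expressed targets differed between the stages and 1185 did not pass the test. From the share of expressed genes enriched in 1 of the pools, the paper concludes that the maternal and zygotic transcriptomes differ.

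**Figure D4:**
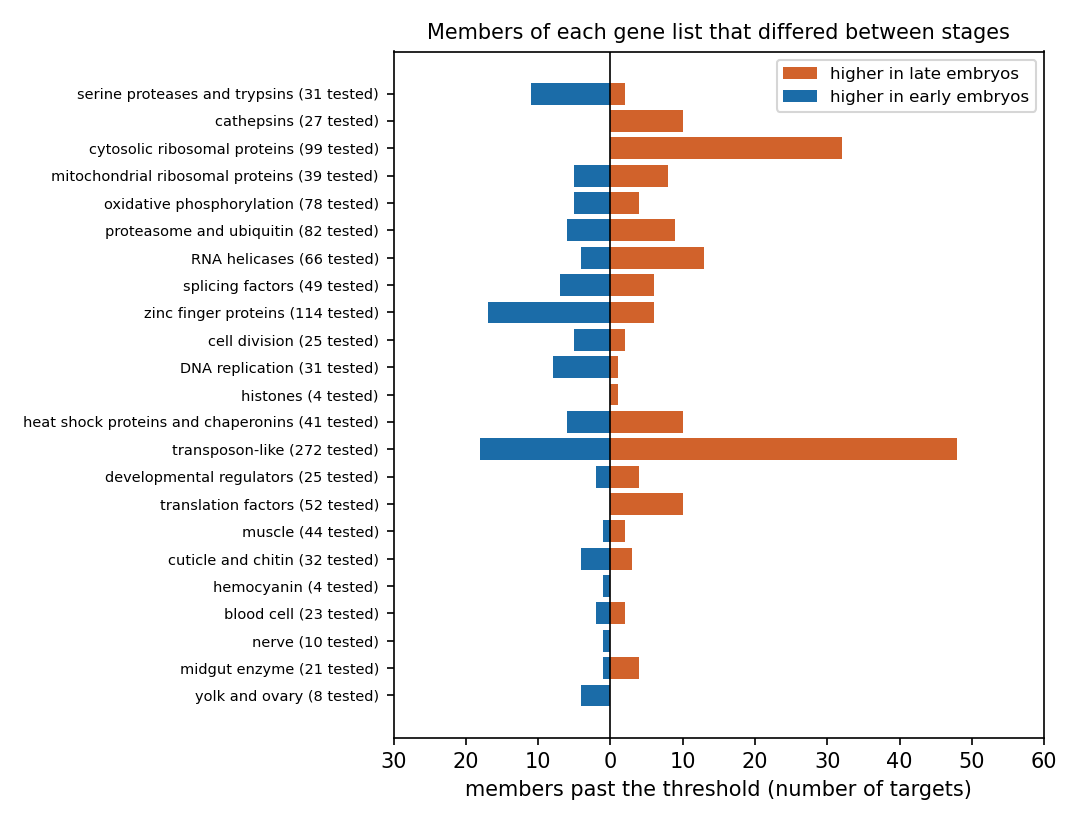
Number of targets of each gene list, leaving out the GO lists of RNA binding and peptidase activity, that were higher in late embryos (right) or in early embryos (left) past the threshold; the horizontal axis counts targets and the vertical axis names each list with its number tested. Of the lists shown, the longest bar is the 48 transposon-like targets higher in late embryos.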

690 of the target genes were maternally enriched and 568 were enriched in the zygotic pool.

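Among expressed zinc finger targets, 8 of 13 were higher in early embryos and none in late embryos; the zinc finger target zamn06_M12_036 had a log2 ratio of -5.38 (standard error 0.18, n = 3) and a RING finger protein (3498347_1) of -4.35 (standard error 0.17). Of the 9 expressed serine proteases and trypsins, 5 were higher early and 1 late, and serine protease p95 (3498865_1) had a log2 ratio of -4.36 (standard error 0.10). The expressed ribosomal proteins were 27 higher late and none higher early of 30, such as the S2-like protein 3496676_3 (3.60, standard error 0.06) and S21 (3499284_1, 3.46, standard error 0.07). The zygotic set also held histone H1 gamma-like (3497197_2, 3.11, standard error 0.13), a linker histone of chromatin.
There were 658 maternally enriched and 552 zygotically enriched expressed targets in limma. The change exceeded 2-fold for 563 and 475 of them and 10-fold for 160 and 96. A dye term in the model gave 999 and 960, the scanner software's log ratios 124 and 125.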

**Figure 2:**
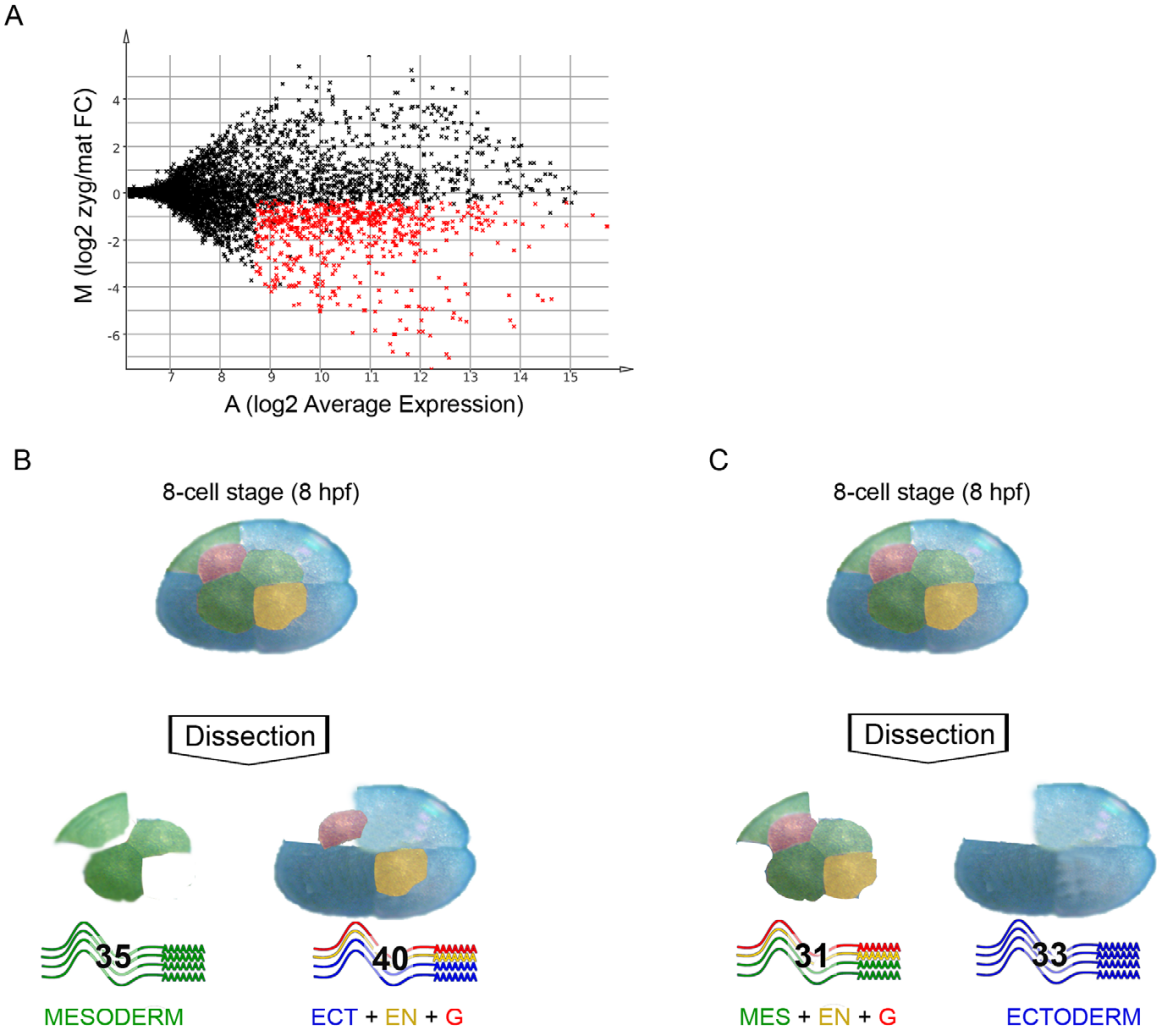
Microarray analysis of *Parhyale* embryos. Labelled RNA pools from transcriptionally inactive embryos (1- to 4-cell stage) and RNA pools from transcriptionally active embryos (germ band and limb bud stages) were hybridized together in a two-colour microarray experiment. (A) The MA plot uses the logarithmic fold-change value “M” as the y-axis and the logarithmic average expression value “A” as the x-axis, where: M = log2(zyg/mat), A = 1/2(log2(mat)+log2(zyg)), mat = signal intensity for transcriptionally inactive embryos, zyg = signal intensity for transcriptionally active embryos. The red data points represent the 690 unique maternally enriched RNAs, which constitute more than 10% of all unique gene sequences on the microarray. (B, C) The 8-cell embryo consists of four macromeres and four micromeres, each of them invariantly contributing to only one of the germ layers or the germ line. The three blue-coloured blastomeres give rise to ectoderm, the green-coloured blastomeres establish mesoderm, the yellow-coloured micromere is the progenitor of endoderm and the red-coloured cell contributes to the germ line. Blastomeres of the 8-cell stage were separated from each other by dissection and used for preparation of labelled cRNA for a two-coloured microarray experiment. The comparison between RNA from mesoderm progenitors and the rest of the 8-cell stage embryo (progenitors for ectoderm, endoderm and germline) resulted in the identification of a total of 129 asymmetrically localized RNAs. In the first experiment we found 35 RNAs overrepresented in the mesoderm progenitors transcript pool and 40 RNAs that were underrepresented. The second experiment approach revealed 33 transcripts enriched in ectoderm progenitors and 31 others that were predominantly found in the RNA pool from mesoderm, endoderm and germline progenitors. The four groups of asymmetrically localized RNAs from the two experiments add up to 139 because 10 of the RNAs were found in both experiments (see Table S4).

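The maternally enriched expressed set included heat shock protein 70 (zams11_P20_066, log2 late over early -3.95, standard error 0.13, n = 3), a chaperone, although another target with that description, 3496564_1, rose by 2.43 (standard error 0.10). It also held kinetochore associated 1 (3495875_2, -1.86, standard error 0.06), which acts on chromosomes in division, and replication factor C subunit 4 (3505074_2, -1.38, standard error 0.06), part of the clamp loader of DNA replication. Of 31 DNA replication targets at any expression level, 8 fell, 1 rose and 22 did not pass (9 and 1 when adjusted over the list alone), with an adjusted p of 0.0545 for the list in camera.
Sequences matching yolk and ovary genes fell for 4 of 8 targets, the other 4 did not pass, and none rose (4 and 1 when adjusted over the list alone). They were choriogenin h (3500296_1, -4.06, standard error 0.11), an egg envelope protein, the vitellogenin receptor (3503575_1, -1.07, standard error 0.06), an ovarian serine protease (3508553_1, -2.83, standard error 0.14) and the ovarian lipoprotein receptor, at least 4.34-fold higher in early embryos. That list passed camera at an adjusted p of 0.0496, with 0.422 with an estimated correlation and 0.0742 with the technical arrays paired crosswise. The maternally enriched expressed targets were 7.02% of the targets tested, and 201 of them carry a protein description.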

We used sequence homology analysis to elucidate the possible function of the maternally provided gene products. By using the blast2go platform for annotation and gene ontology (GO) analysis of microarray data [21], we annotated and assigned homology-based GO-terms for the maternally provided RNAs. 

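Of the maternally enriched expressed targets, 185 carry a GO term. RNA-binding annotations in this set included 1 of an ATP-dependent RNA helicase (zamn06_I19_072, log2 late over early -2.35, standard error 0.09, n = 3), an enzyme that unwinds RNA. They also included RNA binding motif protein 28 (3496133_2, -2.16, n = 2), the splicing factor crooked neck-like 1 (3503768_1, -1.29) and the 52 kDa Ro protein (3497617_1, -3.23), 3 names chosen after their values were seen.
Set against the 698 expressed targets with a GO term, RNA binding was found in 13 of 185 maternal and 71 of all (fold 0.691, p = 0.118 in a two-sided Fisher's exact test). Peptidase activity was found in 10 of 185 and 32 of all (fold 1.18, p = 0.541 in the same exact test). Other GO terms were not tested. Neither term passed the test, with 95% intervals of the odds ratio from 0.291 to 1.13 for RNA binding and from 0.528 to 2.87 for peptidase activity.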

GO-enrichment analysis did not show any overrepresented GO-terms within the 690 maternally provided genes compared to the 1494 expressed ones. However, we found peptidase activity (GO:0008233) and RNA binding (GO:0003723) to be enriched when we compared the maternal transcriptome to the whole set of 6386 targets (Figure 3A and Table S5).

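The 10 maternally enriched targets with a peptidase term included a metalloproteinase of the ADAMTS kind (zams15_H15_058, log2 late over early -3.67, standard error 0.06, n = 3), which cuts proteins of the extracellular matrix. The serine protease 3509942_1 had a log2 ratio of -4.21 (standard error 0.06), and glutamate carboxypeptidase (3501202_2), measured in 2 replicates, one of -1.33 (standard error 0.08). Across all 190 tested targets with a peptidase term, 24 rose, 23 fell and 143 did not pass (29 and 24 when adjusted over the list alone), with an adjusted p of 0.313 in camera.
RNA-binding targets rose more often than they fell: 82 of 403 rose, 33 fell and 288 did not pass (92 and 44 when adjusted over the list alone). The camera test gave an adjusted p of 0.0408 towards late embryos, and 0.422 with an estimated correlation. In the fallen group, the largest change was that of the nanos EST, and in the risen group the reverse transcriptase 3497772_3 (4.01, standard error 0.06), a retrotransposon product, rose at an adjusted p of 0.00132.
Among the 4418 tested targets with a GO term, peptidase activity was found in 5.41% of the maternal set and in 4.30% of all (fold 1.26, 95% interval of the odds ratio 0.596 to 2.48, p = 0.456 in a two-sided Fisher's exact test). RNA binding was found in 7.03% and 9.12% (fold 0.770, interval 0.385 to 1.32, p = 0.362 in the same exact test). It passed Fisher's exact test as less frequent in the maternal set without replicate 1 (fold 0.630, p = 0.0362) and when only targets well above background were tested (fold 0.631, p = 0.0464). The peptidase fold was 0.949 with a dye term, 0.990 with Benjamini-Hochberg adjustment and 0.506 with the log ratios of the scanner software, which gave 1.19 for RNA binding; none of these 4 folds passed the exact test. Terms were used as deposited, without their parent terms; those of assembled contigs could not be matched to targets of the arrays.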

**Figure 3:**
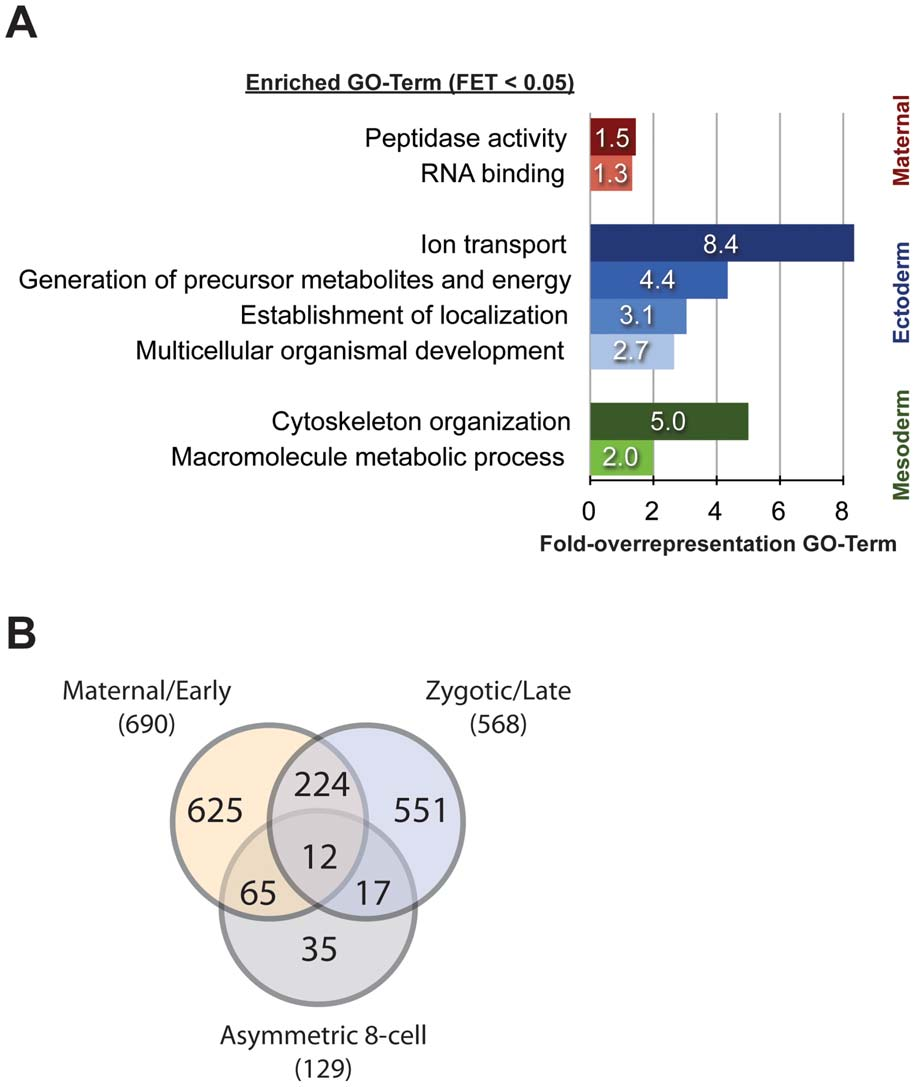
Asymmetrically distributed RNAs at the 8-cell stage of *Parhyale*. (A) GO enrichment analysis for the asymmetrically distributed RNAs at the 8-cell stage of *Parhyale*, as well as for the maternally provided transcripts. The bars represent the GO-term fold-overrepresentation (percent of sequences in the analysed group associated to a certain GO-term over the percentage for this GO-term in the reference group) for significantly overrepresented GO-terms (Fisher’s Exact Test P-value less than 0.05) within the 690 maternally enriched targets (red bars), the 35 RNAs enriched in mesoderm progenitors (green bars) and the 33 ectoderm progenitor transcripts (blue bars). (B) A cross-correlation was performed between the data sets for (1) asymmetrically distributed RNAs at the 8-cell stage and (2) differentially expressed genes in transcriptionally inactive (pre-MZT) and transcriptionally active embryos. The left circle of the Venn diagram contains the 690 maternally enriched RNAs, 65 of which are asymmetrically distributed at the 8-cell stage (intersection with lower circle). The intersection of the left and right circles includes 236 targets expressed at equal levels during early and late embryonic development, with 12 being asymmetrically localized at the 8-cell stage. The right circle consists of the 568 genes predominantly expressed from the zygotic genome at later embryonic stages, including the 29 asymmetric at the 8-cell stage. There are 35 low-expressed RNAs, which are still showing statistically significant changes between the blastomeres of the 8-cell.

### 129 RNAs are Distributed Asymmetrically among the Progenitors for the Germ Layers of *Parhyale*

We performed two separate experiments, where 8-cell stage embryos were dissected and subsets of blastomeres were used for the generation of labelled complementary RNA for microarray hybridization (see Materials and Methods and Figure S1). Our experimental design was based on the described invariant cell lineage of *Parhyale* [10] and aimed at the differential transcriptome comparison between (1) the ectoderm progenitors and the rest of the 8-cell embryo, and (2) the mesoderm progenitors and the remaining 5 blastomeres (see colour-coded representation of the experimental design in Figures 2B and 2C). We observed good correlation across replicates in both experiments (Figure S2). Differential gene expression analysis with an adjusted p-value cut-off of 0.05, led to the identification of 35 RNAs enriched in the mesoderm progenitors transcript pool and another 33 RNAs that were predominantly found in the ectoderm progenitors transcriptome (Tables S2 and S3; summarized results in Table S4, GEO accession numbers GSE41886 and GSE41887 for Ect_vs_rest and Mes_vs_rest respectively). A further 61 unique transcripts were identified as enriched in either one of two larger subsets of blastomeres that were used in the two arrays. One pool comprised the non-ectodermal cells, i.e. the three mesoderm progenitors plus endoderm plus germline progenitor cells on the one hand; the second pool comprised the non-mesodermal cells, i.e. the three ectoderm progenitors plus endoderm plus germline progenitor cells on the other hand Next, we annotated the 129 genes and performed GO-term enrichment analysis in respect to the GO-term distribution of the 690 maternally provided genes (Figure 3A and Table S5). Interestingly, we found that the mesoderm- and ectoderm-enriched transcripts are associated with different GO-terms. In the mesoderm progenitors, we found an enrichment of genes coding for cytoskeleton organization (GO:0007010) and macromolecule metabolic processes (GO:0043170). The ectoderm progenitor genes are involved in the establishment of localization (GO:0051234), ion transport (GO:0006811), generation of precursor metabolites and energy (GO:0006091) and multicellular organismal development (GO:0007275). Our experimental design suggests redundant findings in the two experiments, i.e. if a gene is highly enriched in the ectoderm progenitor pool, ideally it would come up in the corresponding RNA pool in both experiments. Indeed, we found 9 of the 33 ectoderm-enriched genes in the corresponding blastomere pool from the other experiment, i.e. the ectoderm, endoderm and germline blastomeres. Furthermore, we found *Ph-vasa*, a helicase-coding RNA associated with the germline, to be enriched in the pool of mesoderm, endoderm and germline blastomeres. This enrichment is in agreement with the previously described expression of the gene [15].

### Cross-correlation Analysis Indicates that Half of the Asymmetrically Localized RNAs get Dramatically Reduced at the Maternal-zygotic Transition

With respect to the levels of zygotic gene expression, the 129 RNAs that were identified in the screen for differentially distributed transcripts belong to one of three possible groups of maternally provided RNAs: 1) maternally provided RNAs that are not transcribed zygotically (or transcribed at very low levels); 2) maternally provided, zygotically transcribed RNAs with constant levels of transcription throughout development; 3) maternally provided, zygotically transcribed RNAs with higher levels during the zygotic control of embryogenesis. We performed cross-correlation analysis with the generated microarray data sets and allocated the 129 asymmetrically distributed RNAs in one of these three groups (Figure 3B, Table S4). 

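Asymmetric RNAs of the 8-cell stage with high early levels included the target of Ph-cg2377, whose log2 ratio of late over early embryos was -6.96 (standard error 0.14, n = 3). The ESTs zaFBplate1_E16_060 and zaFBplate1_B21_095, both named for Ph-cg1295, had ratios of -4.15 (standard error 0.39) and -4.29 (standard error 0.33), with the early channel saturated on 4 of 6 arrays. The Ph-cg0667 target zamn01_E08_028 had a ratio of -4.17 (standard error 0.26) and the Ph-cg1094 target of -4.11 (standard error 0.45), with the early channel saturated on 1 and 2 arrays; without replicate 1, the Ph-cg1094 ratio was -4.74.
By name, 94 of the 129 RNAs of Table S4 were found among the targets. Of these, 36 (38.3%) were expressed and higher in early embryos, 5 were higher in late embryos, 21 were expressed with no difference past the threshold and 32 lay below the expression cut-off. The study chose the RNAs on other arrays, of dissected 8-cell embryos. With the log ratios of the scanner software, 12 were higher in early embryos.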

Half of the 129 RNAs belong to the set of transcripts enriched in early embryos and therefore fall into the first group of maternally provided transcripts. Furthermore, most of these 65 genes display a very high fold-change-value (early vs. late expression), reaching 180-fold for *zaFBplate1_H17_073.ab1*, which is an indication for high levels in early stages and almost full depletion of the RNA in later stages. 

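For zaFBplate1_H17_073, the reverse target had a log2 ratio of late over early embryos of -8.43 (standard error 0.13, adjusted p = 0.00132 in limma, n = 3), which is 345-fold, and its early channel was saturated on 2 of 6 arrays. The forward target of that EST had a ratio of -0.39 (standard error 0.08, adjusted p = 0.167). Other ESTs without a protein description, chosen after their values were seen, were zaFBplate1_P11_034 (-5.62, n = 2, early channel saturated on 4 of 6 arrays), zaFBplate1_N05_019 (-5.06) and zaFBplate1_J17_071 in reverse orientation (-4.81).
In the 36 asymmetric RNAs called early, the median log2 ratio was -3.68, with a range from -8.43 to -0.67. The change exceeded 4-fold for 26 of them and 10-fold for 19. The late channel was above background on at least 1 array for each of the 36.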

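Both serine proteases found among the asymmetric RNAs were expressed and higher in early embryos, 3496643_1 with a log2 ratio of late over early of -4.48 (standard error 0.26, n = 3) and the stubble-like 3498441_1, named for a membrane-bound protease of the fly, with -3.26 (standard error 0.06). The only zinc finger protein found (3505273_2) fell by 3.08 on the log2 scale (standard error 0.10) but had an A-value of 8.32, under the cut-off. Carbohydrate sulfotransferase (3497312_3) had a log2 ratio of -4.99 (standard error 0.14), and class III chitinase 1 (zaFBplate1_C07_030), an enzyme that breaks down chitin, one of -4.69 (standard error 0.12, n = 2).
Smaller ratios were found for 3 targets chosen after their values were seen: pre-mRNA-processing factor 17 (3503631_1, -2.18), integrator complex subunit 4 (3495977_1, -1.31) and a transcription elongation factor (3495834_2, -1.06). In the early group, 25 of 36 targets carry a description, and 1 a GO term of nucleic acid binding.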

Gene annotation revealed genes coding for zinc-finger proteins, nucleic acid binding proteins and serine proteases. *Ph-vasa* and a novel small glycine rich protein gene *Ph-cg0548* (microarray target: zamn02_K22_085.ab1) are also highly upregulated in the maternal transcriptome, with *Ph-vasa* showing a 10-fold enrichment and *Ph-cg0548* 50-fold. 

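Ph-vasa, an RNA helicase of the germ line, had a log2 ratio of late over early embryos of -3.66 (standard error 0.18, adjusted p = 0.00531 in limma, n = 3), which is 12.6-fold higher in early embryos. The Ph-cg0548 target zamn02_K22_085 had a ratio of -5.42 (standard error 0.40, adjusted p = 0.0127). Since its early channel was saturated on all 6 arrays, the means give at least 42.8-fold. That bound covers saturation only and not the spread between replicates, in which replicate 1 had a ratio of -4.28. Another gene of the germ line, Ph-nanos, had a ratio of -3.64 (standard error 0.07, adjusted p = 0.00134). The EST zaFBplate1_E23_092, which also matches Parhyale nanos, had one of -5.60 (standard error 0.09). The entries for this gene thus shared the direction but not the size of the change. Ph-armadillo, the beta-catenin of adhesion and Wnt signalling, was 1.62-fold higher in early embryos (log2 ratio -0.70, standard error 0.06, adjusted p = 0.0200), at an A-value of 6.91 that is under the expression cut-off. Ph-PL10, a helicase related to vasa, had a ratio of -0.37 (standard error 0.06, adjusted p = 0.123).
Ph-brachyury, Ph-GATA, Ph-midline and Ph-tinman had ratios of 0.05, 0.07, 0.03 and 0.04 (adjusted p = 1 for each), with A-values of 6.29 to 6.31. The 8 Wnt targets had ratios from -0.07 for Ph-Wnt-A to 0.08 for Ph-Wnt-Gr2. No change in these genes was detectable at such signals. With the log ratios of the scanner software, Ph-vasa was 13.8-fold and Ph-cg0548 48.0-fold higher in early embryos, but neither these nor Ph-nanos and Ph-armadillo passed the threshold. In that setting the log2 ratios of Ph-armadillo, Ph-PL10 and Ph-Wnt-A moved further from 0, to -2.30, -1.21 and -0.77, without passing it.

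**Figure D5:**
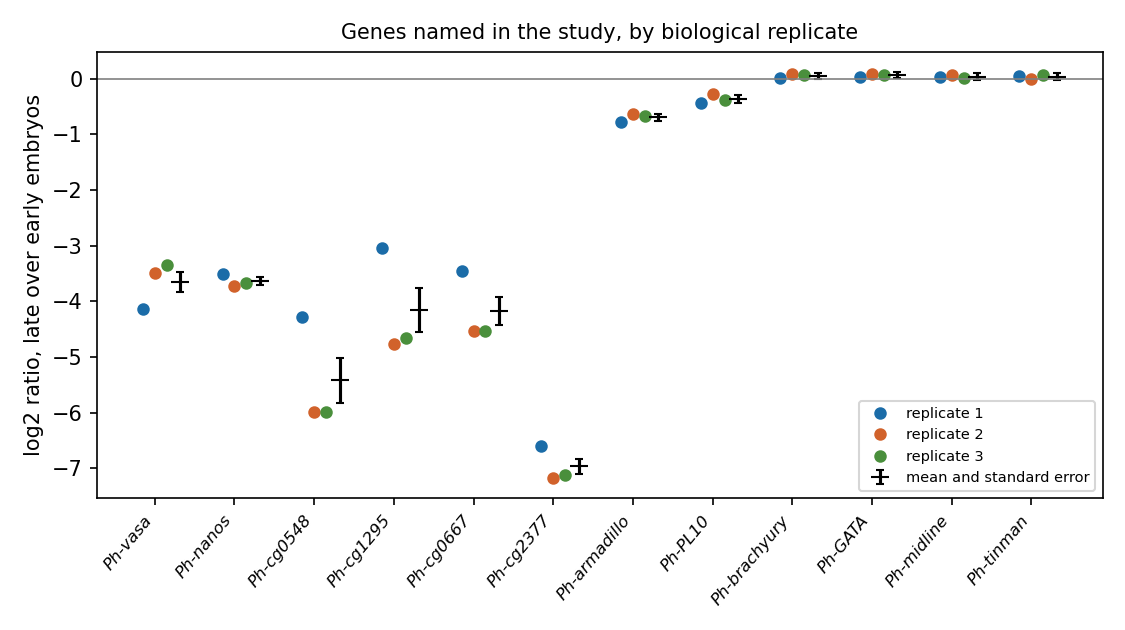
Log2 ratio of late over early embryos on the vertical axis for genes named in the study on the horizontal axis; coloured points are the 3 biological replicates and black bars the mean with its standard error. Ph-vasa, Ph-nanos and Ph-cg0548 lie below 0 in all 3 replicates, and Ph-brachyury, Ph-GATA, Ph-midline and Ph-tinman lie near 0.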

The second group of maternally provided transcripts, expressed at equal levels during later stages, is represented by 12 of the 129 asymmetrically distributed RNAs. 

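Expressed asymmetric RNAs without a difference past the threshold numbered 21 of the 94 found. Several act in mitochondria: mitochondrial ribosomal protein S18a (3500625_2) had a log2 ratio of late over early of 0.03 (standard error 0.07, n = 3), the ATP synthase e chain (3496541_1) of 0.28 (standard error 0.08, n = 2), and a NADH dehydrogenase of the respiratory chain (3496951_1) of -0.13. The vacuolar ATP synthase subunit H, a proton pump component matched by zamn07_K21_085, the target of Ph-cg0505, had a ratio of -0.64 (standard error 0.16, adjusted p = 0.335 in limma). The CCR4-NOT subunit 3 (zams21_O18_065), of a complex that shortens poly(A) tails, had a ratio of -1.82 (adjusted p = 0.0962) and the p8 nuclear protein (3499017_1) of 2.09 (adjusted p = 0.142). Apart from zamn07_K21_085, these targets were chosen after their values were seen.
A p above the threshold does not show equal levels. The group numbered 9 to 60 over the alternatives: 9 without replicate 1 and 10 with a dye term, but 50 with the log ratios of the scanner software and 60 with the technical arrays paired crosswise.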

The 17 transcripts that were predominantly found in the zygotic transcript pool (i.e. the third group of maternally provided RNAs) are predominantly coding for proteins involved in metabolism. 

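The 5 asymmetric RNAs higher in late embryos were an iron-sulfur protein of mitochondrial NADH dehydrogenase (3498639_2, log2 late over early 3.74, standard error 0.23, n = 3), which transfers electrons in the respiratory chain, and the epididymal secretory protein E1 precursor (3496681_3, 3.22). The others were a hypothetical protein (3498207_1, 1.96), the chaperonin T-complex protein 1 subunit gamma (3496588_4, 1.68) and a heterogeneous nuclear ribonucleoprotein (3500548_2, 0.92, n = 2, adjusted p = 0.0495 in limma), which binds RNA. All but the first were named after their values were seen.
The number was 10 with a dye term or without replicate 1, and 8 with Benjamini-Hochberg adjustment. It was 3 from the mean signals or with 6 arrays in place of replicates, and limma called 0 with the log ratios of the scanner software, with crosswise pairs and without replicate 2 or 3.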

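Below the expression cut-off lay 32 of the 94 asymmetric RNAs found. A-values in this group were 8.16 for a BTB/POZ domain protein, the target of Ph-cg2536, and 7.72 for the ovarian lipoprotein receptor zamn07_L05_021. Members with RNA- or DNA-related descriptions differed in their log2 ratios of late over early: 0.04 for a tRNA splicing endonuclease homolog (3502207_1), -0.07 for pseudouridylate synthase 10 (3503055_2) and -0.04 for DNA polymerase delta subunit 2 (3495898_2), each with an adjusted p of 1 in limma (n = 3). The S1 RNA binding domain targets zams25_O10_033 and zams24_H10_041 had more signal in early embryos, by at least 1.34-fold (adjusted p = 0.0460) and at least 1.51-fold (adjusted p = 0.0563, not past the threshold). These targets were chosen after their values were seen.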

Finally, 35 RNAs have not been assigned to one of the three groups since they have low average expression values in the Early_vs_late experiment. Nevertheless, 14 of these 35 RNAs are more than 1.5-fold upregulated in the maternal transcript pool and show statistically significant changes for their expression in the blastomeres of the 8-cell stage.

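Dim asymmetric RNAs with more signal in early embryos included a ubiquitin-conjugating enzyme (zamn03_H07_026), which marks proteins for breakdown and was at least 6.43-fold higher (adjusted p = 0.00175 in limma, n = 3), and the Ph-cg2536 target, at least 5.48-fold higher (adjusted p = 0.00576). The late channel of both was not well above background on any array. Among those chosen after their values were seen, zaFBplate1_L03_006 had a log2 ratio of late over early of -3.63 (standard error 0.16) and rab-like protein 3 (3508234_1) of -1.97 (standard error 0.21).
More than 1.5-fold higher early levels were found for 15 of the 32, with lower bounds taken at the bound, and 14 of the 32 were higher in early embryos past the threshold. The blastomere arrays are not among the files used here.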

### Asymmetrically Distributed RNAs Identified by the Microarray are Validated by in situ Hybridization

In order to validate our results, we performed whole-mount *in situ* hybridization (WISH) for ten genes that were identified as asymmetrically distributed either in the ectoderm progenitors transcriptome or in the RNA pool of mesoderm, endoderm and germline progenitors. These targets were among the top 20 showing the highest fold-change values in our preliminary microarray analysis that was based solely on the EST sequences and not accounting for multi-spotted and multi-probe targets. The cells at the 8-cell stage of *Parhyale* are different from blastomeres in *Xenopus,* or *C. elegans* as the area and volume of the nuclei and cytoplasm are small in terms of total volume of the large cells. The cells are packed with yolk and the nuclei are located at the centre and surrounded by only a small perinuclear cytoplasm. Six of the ten genes we investigated showed an *in situ* hybridization (ISH) signal in the perinuclear cytoplasm. These RNAs showed an elevated signal in the expected subset of blastomeres (Figure 4 and Table S6). An expression of the other four analysed genes was not detected in the stained embryos. The strongest ISH signal was observed for *Ph-cg0294* (microarray target: Contig0106) in the lineage of the visceral mesoderm progenitor cell (*Mav*-cell, Figure 4A–C). *Ph-cg0294* was asymmetrically distributed already at the 4-cell stage (Figure 4A, A′). In the 8-cell stage embryo, weak cytoplasmic signal was observed in most of the cells but *Mav* showed the strongest staining (data not shown). In the 16- and 32-cell stage embryos the signal was detected in the cytoplasm of the *Mav*-lineage (i.e. two cells at 16-cell stage and four cells at 32-cell stage, Figure 4B–C). The genes, *Ph-cg1295, Ph-cg0548* and *Ph-cg0667* showed a signal in the macromeres. Either the signal was strongest for the ectoderm-macromeres, as in the case of, *Ph-cg1295* and *Ph-cg0667* (Fig. 4D and 4F) or it showed up for all macromeres, as in the case of *Ph-cg0548* (Figure 4E). Next, we performed knockdown experiments and found phenotypes for *Ph-cg1295* and *Ph-0548* described below.

**Figure 4:**
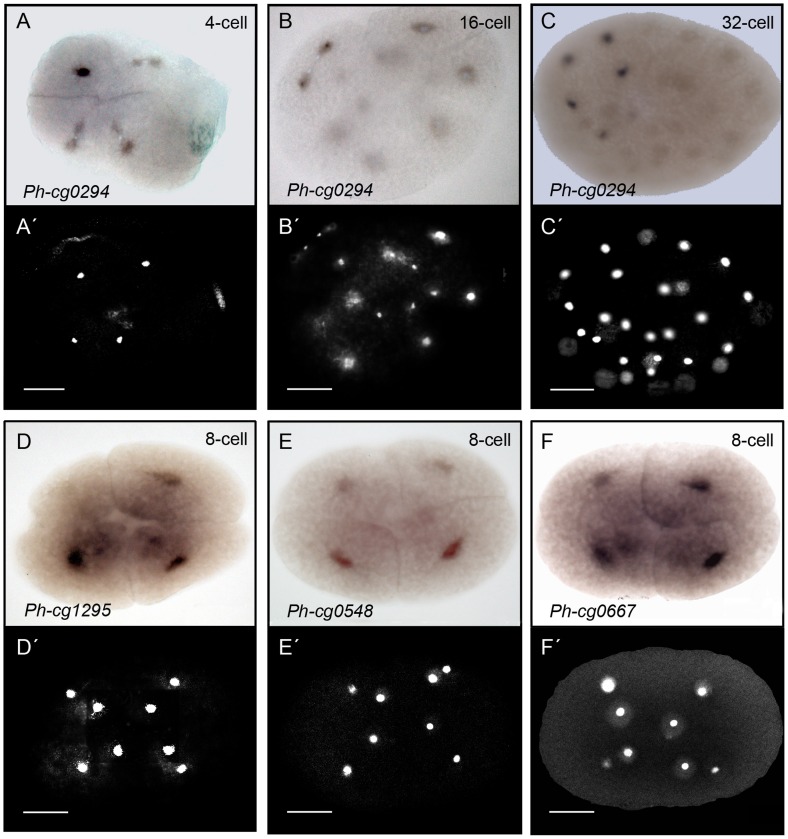
Whole mount *in situ* hybridization analysis of asymmetrically distributed RNAs at the 8-cell stage of *Parhyale*. Shown here four out of the six RNAs that generated signal. The RNA is detected in the small perinuclear cytoplasm at different signal intensities. (A-C) Bright field views and (A′–C′) corresponding DAPI stained images of three different embryos stained for *Ph-cg0294* (microarray target: Contig0106) and DNA. The cytoplasmic *in situ* signal (dark) is concentrated in the precursor of the *Mav* cell at the 4-cells stage shown in (A) (*Mav* is the progenitor of anterior visceral mesoderm, 2^nd^ quadrant of image, see Figure 2B). The nucleus of the cells is in the centre (A′), surrounded by a small region of cytoplasm (*in situ* staining only in cytoplasm). The remaining volume of the blastomeres is yolk-rich. (B, B′) An embryo entering the 16-cell stage and the *Mav* cell finishing the process of division. The *in situ* signal does not colocalize with the nuclei of the daughter cells of *Mav*, but is rather cytoplasmic. Weak signal is also visible in the daughter cells of *El* (progenitor of left ectoderm, 1^st^ quadrant). (C, C′) A 32-cell stage embryo with strong cytoplasmic staining in four cells (the lineage of *Mav*) and weaker signal in a fifth cell. (D, D′) An 8-cell stage embryo showing the expression pattern of *Ph-cg1295* (microarray target: zaFBplate1_E16_060.ab1). A strong signal was detected in the progenitors of ectoderm and weaker signal was visible in two of the micromeres. (E, E′) The WISH analysis for *cg0548* (microarray target: zamn02_K22_085.ab1) shows weak staining in the macromeres but not the micromeres of the 8-cell stage. (F, F′) WISH analysis on 8-cell stage embryos for cg0667 (microarray target: zamn01_E08_028.ab1) showed stronger signal in the ectoderm macromeres, weaker signal in the mesoderm macromere and no signal in the micromere progenitors. Scale bar corresponds to 100 µm.

### Cell-cycle Defect in 4-cell Embryos after Knockdown of the Localized RNA *cg1295*

For the knockdown screen, we picked the six genes that had been validated by WISH. We were able to observe a phenotype for two of these genes – *Ph-cg1295* and *Ph-cg0548*. *Ph-cg1295* RNA (microarray target: zaFBplate1_B21_095_ab1) is enriched in the three ectoderm progenitors at the 8-cell stage, as shown in two independent microarray experiments and by WISH. The available partial cDNA sequence for *Ph-cg1295* does not share homology with annotated genes from the NCBI database. RACE-PCR (Rapid-amplification of cDNA ends by PCR) did not give any results with several different sets of primers and templates. Since the position and the surrounding sequence of the start codon are unknown, we used siRNA-mediated knockdown to study the function of *Ph-cg1295*. 1-cell embryos were injected with Stealth-RNA (custom siRNA from Invitrogen) and their development was recorded over the next 14 days until hatching. In healthy embryos, the transition from 4- to 8-cell stage occurs by simultaneous asymmetric division of all four cells. In the knockdown experiment one of the cells at the 4-cell stage divided later than the other three, which was observed for 30% of the siRNA-injected embryos (N = 283). Due to its size and position, the affected cell was identified as either the precursor of visceral mesoderm and germline or the precursor of posterior ectoderm and endoderm (Figure 5A, B). The recorded delay was around 30 minutes, after which the cell divided asymmetrically. At this time point the other (unaffected) blastomeres had already entered the fourth cleavage and divided within 10–15 minutes after the missing cell had appeared. In summary, the phenotype could be described as the existence of a 7-cell stage and an abnormally short 8-cell stage. No defects were observed after the fourth cleavage and the embryos hatched normally. The efficiency of the knockdown following the Stealth-RNA injection was tested by semi-quantitative PCR on cDNA from treated and control embryos, which confirmed the absence of the target RNA (Figure S3).

**Figure 5:**
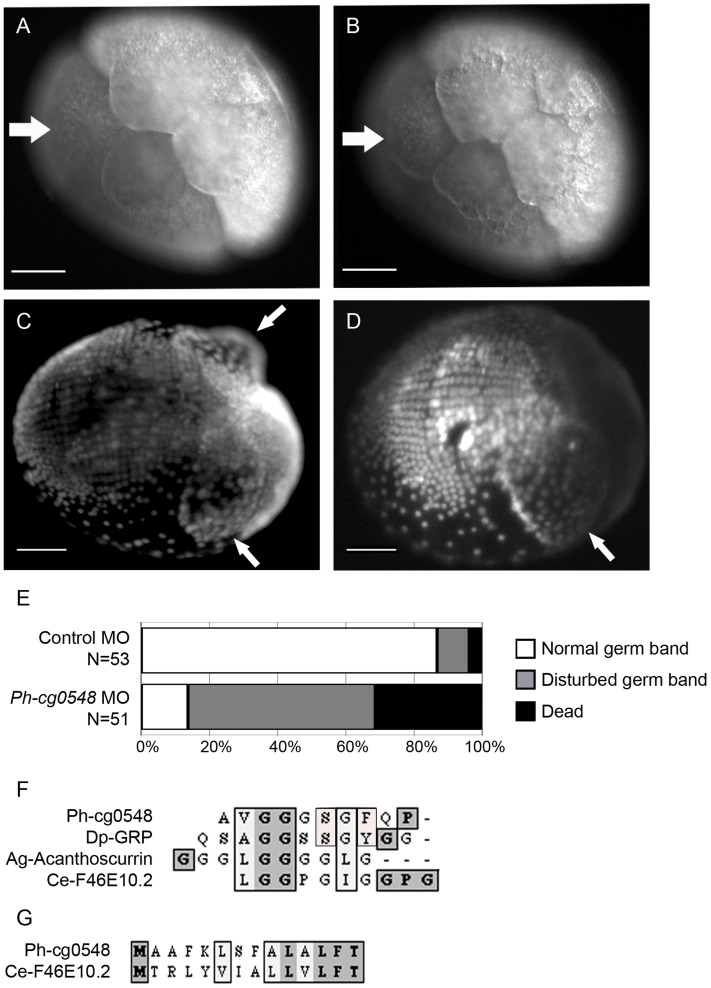
Functional analysis of *cg129*5 and *cg0548* by knockdown experiments. (A, B) *In vi*vo imaging of an siRNA-injected embryo (200 µM Stealth-RNA, 1-cell stage microinjection) imaged at 6 hpi (A) and 6,5 hpi (B). The white arrow in (A) indicates the site of the missing micromere cell after incomplete third cleavage. The same embryo was imaged 30 min later (6,5 hpi, B). The white arrow indicates the micromere cell that has just formed after a delayed division of one blastomere cell from the 4-cell stage. The changing shape of the other blastomeres at 6,5 hpi is a sign of initiated fourth cleavage (from 8- to 16-cell stage). Scale bar corresponds to 100 µm. (**C**) A ventro-lateral view of a DAPI-stained, control morpholino injected embryo fixed at 5 dpi. The white arrows indicate the position of the midgut anlagen (disc-shape structures). The ectodermal cell rows are clearly visible on the posterior ventral side of the embryo. (**D**) A ventro-lateral DAPI view of a anti-*cg0548* morpholino-injected embryo fixed at 5 dpi. The white arrow indicates the single disc-shape structure in the anterior part, whereas the second one is missing. (**E**) Phenotype scoring and survival of control and anti-*cg0548* morpholino-injected embryos at 5 dpi. More than 80% of the control embryos show normal germ band formation. In contrast, only 15% of the anti-*cg0548* morpholino-injected embryos were developing normal and 30% were already dead at the observed time point. (**F**) The *cg0548* RNA is coding for a small glycine-rich protein. The protein sequence includes 11 tandem repeats of the sequence Ala-Val-Gly-Gly-Gly-Ser-Gly-Phe-Gln-Pro (AVGGGSGFQP). Possible homologs of Ph-cg0548 were found in a wide range of organisms (from the closely related *Daphnia pulex* to the worm *Caenorhabditis elegans*). These proteins have short amino acid sequence (several hundred residues) and glycine-rich tandem repeats. Alignment of the repetitive element shows that *Parhyale* and *Daphnia* share the highest similarity, including a serine and an aromatic residue (F/Y). The position of the proline residue is shared between *Parhyale* and *C. elegans*. (**G**) Sequence alignment of the non-repetitive N-terminal part of the protein shows that *C. elegans* and *Parhyale* both have a stretch of aliphatic residues and a conserved phenylalanine, followed by a threonine.

### Disrupted Mesoderm Formation after Knockdown of the Localized RNA for a Small Glycine-rich Protein *Ph-cg0548*

The *Ph-cg0548* RNA (microarray target: zamn02_K22_095) was predominantly found in the ectoderm progenitor cells at the 8-cell stage both in the WISH and microarray experiments. The 450 bp partial cDNA sequence of the corresponding EST contains the 3′-end of the transcript. 5′-RACE was performed in order to obtain the full length open reading frame of the mRNA (ORF). This PCR-based experiment resulted in the cloning of a second fragment corresponding to *Ph-cg0548*, which contained a potential start codon. By analysing the partial 954 bp cDNA, an ORF was identified that codes for a 196 amino acid protein. The protein contains 11 tandem repeats of the following sequence: Ala-Val-Gly-Gly-Gly-Ser-Gly-Phe-Glu-Pro. BLASTx and BLASTp searches were performed in an attempt to identify homologs of the Ph-cg0548 protein. Because of the high glycine-content and the repeats, the BLAST search returned a list with members of the bacterial PE-PGRS family (Pro/Glu domain containing polymorphic GC-rich repetitive sequences). These proteins contain multiple tandem repeats of Gly-Gly-Ala or Gly-Gly-Asn and consist of around 2000 amino acids [22]. Ph-cg0548 does not have a PE-domain and is much shorter than the PE-PGRS proteins. A literature search led to the finding of Acanthoscurrin. This small antimicrobial protein was found in tarantula spiders (*Acanthoscurria gomesiana*) and consists predominantly of glycine residues [23]. The amino acid sequence alignment of *Ph-cg0548* shows similarity not only to the glycine-rich part but also to the N-terminal part of Acanthoscurrin, where the signalling sequence of the spider peptide is found (Figure 5F). The search for other potential homologs revealed a short protein in *C. elegans* (consisting of 139 amino acids), which shares homology with the N-terminal part of Ph-cg0548 as well as with the glycine-rich domain (gene F46E10.2 on chromosome V, Figure 5F, G). The *C. elegans* gene coding for the small glycine-rich protein is expressed only in embryos and the transcript is differentially distributed (clone YK572b7, The Nematode Expression Pattern Data Base, v. 4.0, Genome Biology Lab, National Institute of Genetics, Mishima, Japan).

We injected antisense morpholino oligonucleotide into 1-cell embryos and followed embryogenesis until hatching. The first phenotype was observed at the late 100-cell stage (germdisc formation and condensation, 15–20% of embryonic development, 3–4 dpi) in a small number of morpholino-injected embryos. Affected embryos showed abnormal germdisc condensation and formation of multiple clusters of cells along the surface of the embryo. These embryos could not develop further and died within the next 1–2 days. The most abundant phenotype was visible around 4–6 dpi at the germband formation and elongation stage (i.e. 25–35% of embryonic development, 4–6 dpi). The laterally positioned midgut anlagen become visible as disc-shaped structures in healthy germ band embryos. In contrast, the morpholino-injected embryos had only one or did not form any disc-shaped structures visible in living embryos. Furthermore, the ectodermal cell row formation was disarranged and cells were distributed randomly as was observed in fixed, DAPI-stained embryos (Figure 5C, D). Eventually, all of these embryos ceased their embryonic development and died within 2–3 days (Figure 5E). Only 15% of the embryos at 6 dpi could form appendages and develop further. After following the complete embryonic development, only 10% of the embryos injected with a morpholino against *Ph-cg0548* hatched, whereas the control-injected embryos showed almost 80% survival rate.

## Discussion

The current study in *Parhyale* found a differential inheritance of maternal RNAs among the eight progenitors of the germ layers. Our study shows that 690 of the 6386 RNAs included in this analysis are detected in early, transcriptionally inactive embryos and are therefore maternally provided. 129 of these maternal transcripts show up as differentially distributed to either ectoderm or mesoderm progenitors. This represents a molecular strategy for the early embryo that is divergent from the situation in *Drosophila*. Maternal RNAs in *Drosophila* are localized along the anteroposterior axis. Remarkably, there is no maternal RNA in *Drosophila* that is localized dorsally or ventrally [3]. The ectoderm and mesoderm are specified zygotically according to their dorsoventral position [4]. Comparing *Parhyale* to *Drosophila* illustrates how much of an early program could change within a phylum such as the Arthropoda, towards more maternal control and towards a germ layer specification by spatial regulation of RNAs. It also highlights a mode of development that seems to utilize differential RNA distribution in a quantitative manner and demonstrates a new arthropod system for the mechanism of cellular polarity [24].

### Transcriptomics Analysis of Germ Layer Formation

This is the first use of a microarray in *Parhyale* and to our knowledge in a crustacean embryo (for use in adult crustaceans and in model organisms, see [25],[26],[27],[28]). The successful adoption of the technique to *Parhyale* allows coverage of a much larger set of RNAs than candidate gene analysis could. The experiment was limited by the coverage of the available ESTs. Nevertheless, the number of ESTs used here and the corresponding 6386 targets can be considered sufficient to present a wide view of early development. To support this statement and to assess what percentage of the whole transcriptome our targets cover, we compared them to transcript assemblies based on RNA-seq experiments that were recently presented by groups from Harvard and Nottingham [18],[19]. As the sequences of the Nottingham group are currently unpublished, we focus here on those of the Harvard group. Unfortunately, while the authors report BLAST annotations for 58.8% of the contigs presented in their study, at the time of writing, these have not been made available online. Using BLAST to map our sequences to those reconstructed from RNA-seq data by the Harvard group (and vice-versa), we find that our EST target sequences cover 25% of their contig sequences. Vice-versa, the Harvard contigs can be mapped to 27% of our sequences. This comparison poses two important questions. Firstly, what is the reason for the relatively low overlap? We assume that one important reason for this is differential expression between our samples and those of the Harvard study, such that both datasets do not cover the complete transcriptomic potential of the organism.

Secondly, the Harvard dataset contains about four times as many contigs as ours. Does this suggest that our dataset only covers a tiny portion of the whole transcriptome? We find that the intersection of the two datasets contains about 4.5 times as many Harvard contigs in relation to our own contigs. This suggests differences in the assembly process as key reason for the discrepancy in numbers. ESTs may have been merged in our contig assembly step, which should have stayed separate, but it may also be due to contigs not being correctly assembled in the Harvard dataset. Without a well-assembled reference genome, there is no final answer to this question.

From the fact that each dataset contains about 75% of unique targets missing from the respective other study, we conclude that the two sets are presenting two different views on the transcriptome, with our dataset focusing on embryonic genes by design. Interestingly, limiting the comparison to the targets we find differentially expressed/distributed between the early and late stage, we find that 91.6% of those have matching sequences in the Harvard library.

If the unequally distributed RNAs are categorized by their gene ontology, there is a correlation between several classes and certain progenitors (Figure 3A and Table S5). This suggests that the progenitors act in distinct ways by possibly utilizing different molecular pathways to achieve cell-fate specification. The current study was able to use gene knockdown to demonstrate a function for two RNAs enriched in either the ectodermal macromeres or all macromeres. Taken together, the asymmetry of many RNAs and the function of at least two RNAs open a first understanding of germ layer formation in *Parhyale*. At the time when the progenitors for the germ layers are specified, the maternal RNAs are still present and zygotic transcription is off. Furthermore, the RNAs show a graded distribution not only along the dorsoventral embryonic axis defined by the dorsal set of non-ectoderm and the ventral set of ectoderm progenitors but also along the anterior-posterior axis defined by the mesoderm progenitors located anteriorly and the ectoderm progenitors located posteriorly. This fits the distribution of the progenitors in space and their unique specification. In *Drosophila*, there is an asymmetry of maternal RNAs only along one of the three axes of the embryo, i.e. along the antero-posterior axis [3]. The number of anterior localized RNAs, including *bicoid*, in *Drosophila* is five. The number of posterior RNAs including germ plasm RNAs exceeds one hundred, hinting at the special use of RNAs to set up the germ line at the posterior end [3],[28]. Within the arthropods, bees that are holometabolous like *Drosophila* use localized maternal RNAs for TGF-signalling to specify axes and germ layers and, in addition, Dpp/Mad and JNK-MAPK signalling has also been implicated for this process [9]. Beyond the phylum Arthropoda, RNA asymmetry along one axis and at one end of the embryo is found in the sea squirt *Ciona* [27]. There, multiple *in situ* screens and a microarray identified RNAs localizing to the posterior pole but no RNAs were found to localize at the anterior pole or along the animal - vegetal axis [22]. In *Xenopus,* maternal RNAs are distributed along a single gradient in the animal-vegetal axis before fertilization and fertilization leads to cortical rotation and differential localization of RNAs of the Wnt-pathway [29],[30],[31]. As far as we can tell, the simultaneous specification of progenitors for the germ layers and the asymmetry of maternal RNAs in *Parhyale* to date is unique not only among the arthropods but among the metazoans.

### How can a Differential Distribution of Maternal RNAs be Generated?

We identified 129 RNAs to be over- or underrepresented in different subsets of the blastomeres of the 8-cell stage. These array data do not tell us how the differential distribution of the RNAs is achieved. An experiment showing how maternal *vasa* RNA starts as ubiquitous message and gets restricted to the germ line, can serve as an example for how an RNA can be localized to a subset of cells [15]. If an artificial 3′UTR of *vasa* RNA is fluorescently labelled and injected into the 8-cell stage, it is cleared from all cells except for the germ line. The 3′ UTR of *vasa* is sufficient to mimic the distribution of the endogenous RNA and its sequence must contain a signal for its restricted stabilization. This mechanism could also produce some of the restricted patterns demonstrated by the array and the WISH. Alternatively, one could imagine other mechanisms being responsible for the patterns found [32]. Local synthesis can be excluded for the case of maternal RNAs. Possible mechanisms are diffusion combined with anchoring or active transport. Diffusion combined with anchoring could generate a differential distribution if the RNAs are asymmetrically localized within a cell and get asymmetrically distributed during cell division. Currently, we have only a single case of asymmetrically distributed RNA during a cell division (Figure 4B) and cannot prove nor rule out anchoring. For active transport, the RNA distribution of the stages prior to the 8-cell stage need to be examined because we cannot envision a scenario of intercellular mRNA transport after cell membranes have established the 8-cell stage. If active transport was used to generate a differential distribution of RNA at the 8-cell stage, this would require the RNAs to be transported into different regions of the 1-cell stage and remain in their regions during cell divisions. Localized RNAs were not observed at the 1-cell stage, excluding active transport as a means to generate asymmetry.

### What is the Driving Force for the Global Changes of Early Development in *Parhyale* as compared to the Ancestral State?

The phylogeny of crustaceans and arthropods is resolved well enough to conclude that the total cleavage and invariant cell lineage of *Parhyale* are secondary traits that derive from an ancestral superficial cleavage and from an ancestral variable cell lineage found in most other malacostracan crustaceans and most insects [33],[34]. This makes it likely that the germ layer specification in *Parhyale* is derived, while it is ancestral in *Drosophila* [3],[8]. The driving force for the global change in *Parhyale* towards a maternal control of germ layer formation could be that the process is implemented after just three divisions and comprises just eight cells while in *Drosophila* it starts after thirteen divisions that generate 6000 cells. The high number of localized RNAs plus the fact that a function could be shown for two out of six RNAs tested in knockdowns can be considered as a clue that RNA distribution exerts a complex control in *Parhyale* on the simultaneous specification of germ layers as well as germ line at the 8-cell stage. A majority of the RNAs analysed here do not have a match by BLAST in cDNAs of other organisms. This may reflect that the proteins coded by the RNAs are unique for *Parhyale* or that the sequence information comprising the EST collection contains many short sequences for which homology is too difficult to determine.

### Conclusion

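The early channel was well above background on every array for 2935 targets and the late channel for 2513; 2148 targets met this in both stages. The proteasome subunit zams25_I24_088, of the complex that degrades ubiquitin-marked proteins, rose by 1.42 on the log2 scale (standard error 0.07, n = 3) and was well above background on 5 arrays in the early and 6 in the late channel. The fatty acid binding protein 1b target 3501277_2, with its late channel saturated on 4 of 6 arrays, rose by 4.35 (standard error 0.19) and actin-related protein 10 (3500483_1) fell by 0.94 (standard error 0.08), each from limma. Without arrays 4 and 6, an alternative chosen after seeing the data, the early channel was well above background on every array for 5083 targets.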

The current study used for the first time a microarray on a crustacean embryo and determined that more than 1000 of the about 6500 studied RNAs for *Parhyale hawaiensis* are maternally provided, whereas 690 of these are enriched during the early stages of embryonic development. We also found that 129 RNAs are unequally distributed among the progenitors of the germ layers and determined a knockdown phenotype for two of the genes. The results present the first transcriptome analysis of germ layer formation in an arthropod beyond *Drosophila* and reveal remarkable differences between germ layer formation in the fly and *Parhyale*.

## Materials and Methods

### Animals Husbandry, Embryo Collection and Staging

*P. hawaiensis* is a direct-developing marine amphipod with an adult size less than 2 cm. *Parhyale* embryos can be easily injected, cultured and recorded in a Petri dish [7]. Animals were cultured in plastic tubes at 25°C and fed with fish food (Tetra Rubin, Tetra GmbH) or yeast every other day and artificial sea water (ASW) was changed weekly. Embryos were collected from the ventral brood pouch of a mother and classified according to the developmental stages described previously [7]. After collection, embryos were cultured in ASW containing 0,1 µM Geldanamycin (fungicide).

### Embryo Fixation and in situ Hybridization

Embryos from different developmental stages were fixed in 3.7% formaldehyde in filtered artificial seawater for 3–4 hours at room temperature and dechorionated by hand dissection with tungsten wire needles. Fixed embryos were washed with PBS and stored in 100% Methanol at −20°C. These embryos were used after rehydration into PT. Digoxigenin-labelled antisense RNA probes were generated for the genes of interest and used at 1 ng/µL final concentration (see in situ RNA probe synthesis). Whole-mount in situ hybridization was performed as described by Price *et al.* [35]. Embryos were mounted on slides in 70% glycerol and imaged. Stained embryos were stored in 70% glycerol at 4°C.

### Microinjection into 1-cell Stage Embryos

Chemically modified siRNA (custom Stealth-RNA, 25 bp, double-stranded, Invitrogen) and antisense morpholino oligonucleotide (Morpholino-modified DNA oligonucleotide, 25 nt, single-stranded, Gene Tools) were injected into 1-cell embryos as described by Gerberding *et al.* [10]. The concentration of the siRNAs was 200 µM (lyophilized buffered Stealth-RNA was resuspended in DEPC-water to a 1 mM stock solution). The sequence of the two siRNAs against Ph-cd1295 is: 5′-ACGCCUAGAGGAGACAACAGUUGAU-3′ and 5′-CAAAUUCCCUUUACCAUCGUGUUUA-3′. The injected morpholino oligonucleotide was 1 mM (from 5 mM stock solution of lyophilized oligonucleotide) and the sequence is 5′-AGCTTAGTTTGAAGGCAGCCATGTT-3′. Injected embryos were checked regularly (hourly during the first 10 hours after injection, then twice a day until hatching). For detailed observation, embryos were fixed as described above and stained with DAPI. DAPI-images were captured on a Zeiss Axiophot Microscope with an appropriate filter and objective and a Colour-View camera (Olympus). Fixed embryos were stored in PBS at 4°C.

### Immunohistochemistry

Embryos were fixed as described above and used for antibody staining after rehydration into PT (optional: the dehydration step in methanol can be skipped and embryos can be used directly after dechorionation). The staining was performed as described by Patel *et al*. [36]. Embryos were incubated with mouse monoclonal antibody [H5] to RNA polymerase II CTD repeat YSPTSPS (phospho S2) (Abcam, ab24758) overnight at 4°C at a 1∶100 dilution. Secondary antibody was AlexaFluor 546 goat anti-mouse IgG antibody (Invitrogen) at 1∶1000 dilution. Embryos were counterstained with DAPI to visualize nuclei. Fluorescent images were captured on an Olympus IX81 Microscope with an appropriate filter and objective and a Colour-View camera (Olympus).

### *In Situ* RNA Probe Synthesis

DNA plasmids containing the fragment of interest were linearized with an appropriate enzyme to generate templates for antisense RNA synthesis with an appropriate RNA Polymerase (T7, SP6 or T3). Linearization of 5 µg of plasmid was performed for two hours at the optimum temperature for the enzyme used and was subsequently purified using a DNA Clean & Concentrator Kit (Zymo) as described in the kit’s manual. Approximately 1 µg linearized DNA was transcribed *in vitro* and labelled with Digoxigenin (2 µl 5× transcription buffer, 1 µl DIG RNA labelling mix (Roche), 0,5 µl RNA Polymerase, 0,5 µl RNase inhibitor, RNase-free water up to 10 µl). Transcription was performed at 37°C for two hours, followed by analysis of 1 µl on a 1,5% agarose gel. RNA was purified using RNeasy Micro Kit as described in the manufacturer’s manual.

### Reverse Transcription

Reverse transcription was performed with the M-MulV-Reverse Transcriptase and total RNA was isolated as described below. Reaction components and conditions were as described in the RT protocol from Fermentas. cDNA for RACE was synthesized according to the manufacturer’s manuals (GeneRacer Kit, Invitrogen or SMART cDNA Library Construction Kit, Clontech). cDNA was purified with the DNA Clean & Concentrator Kit (Zymo) as described in the manufacturer’s manual. Concentration was measured on a spectrophotometer. The cDNA was used as a template in PCR-based experiments.

### PCR, RACE and Cloning

5′-RACE-PCR for *Ph-cg0548* was performed with 5′-RACE templates synthesized as described above. RACE-specific primers were used for the primary and secondary PCR runs as described in the corresponding manual (GeneRacer, Invitrogen; SMART, Clontech). The gene specific primers used for *Ph-cg0548* were derived from a 420 bp sequence from the EST library. A 650 bp 5′-RACE product was amplified, cloned and sequenced using standard cloning techniques [37]. The resulting 955 bp sequence is shown in.

### Western Blotting

Protein extracts for immunoblot analysis were isolated from whole embryos in different stages of development. Embryos were homogenized in 200 µl deyolking buffer using a pestle and by vortexing. Samples were centrifuged at 300 rcf (2200 rpm) for 5 min. at 4°C. Supernatant was discarded and pellets were washed with 200 µl WB wash buffer. After another 5 min. centrifugation at 300 rcf, pellet was washed with 300 µl WB wash buffer, After centrifugation (300 rcf, 5 min), supernatant was removed and pellet was resuspended in 10 µl distilled water. Protein concentration was measured at this point on a spectrophotometer (280 nm absorbance) and probes were diluted appropriately, so that protein amount is in the same range for all samples. 8 µl of aqueous protein solution were added to 4× SDS loading buffer (Fermentas) and incubated on ice for 15 min. Probes were boiled at 95°C for 5 min and directly run on 8%-Tris-Gly SDS-PAGE at 200V until the 200 kDa band of the pre-stained protein ladder (SeeBlue Plus2, Invitrogen) reached the middle of the resolving gel. Electroblotting of the gel to a nitrocellulose membrane was performed at 4°C for 70 min at 200 mA. The blotted membrane was stained with 0,2% Ponceau S in 5% acetic acid for 5 min and subsequently imaged with a camera. Membrane was blocked with 5% BSA in TBST for 60 min. Primary mouse anti-pRNAPII (ab24758) antibody was used in a 1∶250 dilution and was incubated with the membrane overnight at 4°C. Secondary peroxidase conjugated anti-mouse IgG antibody was used in a 1∶2000 dilution and incubated with the membrane for 60 min. at room temperature. Signal was generated by using the SuperSignal West Pico Chemiluminescence Kit (Thermo Scientific) as described in the manufacturer’s manual. Stained membrane was imaged with an ImageQuant 350 camera (GE).

### Isolation and Purification of Total RNA

8-cell stage embryos were dissected by hand with the help of needles and a dissecting knife. Single blastomeres were collected and stored in 0,5 ml Trizol reagent (Invitrogen) to prevent RNA degradation by ribonucleases and homogenized by vortexing. Whole embryos were homogenized with a pestle in the Trizol reagent. Homogenized tissue was incubated at room temperature for five minutes. 0,1 ml chloroform was added per 0,5 ml Trizol and tubes were vortexed for 30 sec. After 10 min. incubation at room temperature, samples were centrifuged at full speed for 15 min. (4°C centrifuge). Aqueous phase, containing RNA, was transferred into a new tube and 0,5 ml isopropanol per 0,5 ml Trizol used was added. RNA was precipitated for 10 min. at room temperature or stored in isopropanol at −20°C. Sample was centrifuged at full speed, 4°C, for 15 min to pellet precipitated RNA. The supernatant was carefully removed with a 200 µl micropipette and pellet was washed with 70–80% ice-cold ethanol. The RNA pellet was air dried and resuspended in 100 µl DEPC-treated water. Subsequently, the resuspended RNA was purified using the RNeasy Micro Kit (Qiagen) as described in the manufacturer’s manual and resuspended in 14 µl RNase-free water. RNA concentration was measured on a Nanodrop spectrophotometer. RNA integrity was analysed using the RNA 6000 Pico Chip Kit (Agilent). RNA was stored at −80°C.

### RNA Amplification, Labelling and Hybridization on the Microarray

Total RNA, isolated and analysed as described above, was amplified and labelled using the Low Input RNA Amplification Kit Plus (Agilent) as described in the manufacturer’s manual. Labelled cRNA was purified with the RNeasy Micro Kit as described in the kit’s manual. Concentration, fluorescent dye incorporation and quality control were analysed by using the “Microarray” protocol for Nanodrop ND-1000 spectrophotometer and the RNA 6000 Pico Chip Kit (Agilent). Microarray hybridization was performed on custom 8×15 k microarray slides as described in Agilent’s protocol “Two-colour microarray-based gene expression analysis”, v. 5.5 (2007). Washing was performed with stabilization and drying solution as described in the supplemental procedures of the same protocol.

### Custom Gene Expression Microarray, Scanning and Data Extraction

A custom design microarray was created using the eArray platform (Agilent, Santa Clara, California, USA). The control grid used for the 8×15 k microarray was IS-15744-8-V1_8×15 K_Gx_EQC_V20060608.

The design was based on two EST sequence libraries for *Parhyale hawaiensis*, one from Tübingen and one from Berkeley (Nipam Patel, personal communication). Each EST was represented by at least one 60-mer probe on the array, with a total of 14158 probes for 9067 targets. The GEO accession number of the microarray platform is GPL16208.

Hybridized arrays were scanned with a GenePix 4000B scanner (Axon) using the default settings of the scanner. Data extraction was performed with Agilent’s Feature Extraction software (v. 9.5) and the standard protocol for two-coloured microarrays.

### EST Assembly and Probe Mapping

The EST sequences from both libraries were screened for known vector sequences using NCBI VecScreen and assembled into larger contigs using Cap3 [38]. Of 9067 ESTs, 3650 were combined into 1040 contigs, 5392 remained as singletons. The probe sequences designed for the array were mapped against the resulting 6432 targets using RazerS [39]. To exclude influences of cross-hybridization, only uniquely mapping probes were further considered (11666). 5985 targets were assigned at least one probe, the majority (3228, 65%) were assigned two or more probes. 1020 probes were mapped to more than one target and were discarded from further analysis. In a second round of mapping the non-uniquely matched probes were mapped to all ESTs (to allow for the possibility that probes match to parts of ESTs trimmed during contig assembly). This resulted in the addition of further 620 probes to the analysis and the extension of some existing contigs (therefore 376 contigs appear twice in the analysis and the redundant entries were labelled with “ext”, e.g. ContigXXX_ext). In total, 13264 probes for 6386 targets were used for the analysis (11682 probes corresponding to the 6361 EST-based targets and 1175 probes corresponding to 25 genes of interest).

### Background Correction, Data Normalization and Processing

The first background correction was done during feature extraction using the standard setting of the manufacturer’s Feature Extraction software. The rest of the data evaluation was done using the limma package from Bioconductor [40], an open source software for bioinformatics running in the R environment (R Development Core Team, *R: A Language and Environment for Statistical Computing*, http://www-R-project.org ).

Probe-level data from the arrays were background-corrected using the ‘normexp’ method with an offset of 50, technical variation due to dye-dependent effects was addressed by printtip-loess normalization and the resulting data were normalized between arrays using the ‘Aquantile’ method. This has the effect to remove array-dependent variations in signal strength, ensuring that the mean intensity distributions of all arrays are the same.

Values from multiply spotted identical probes (replicates) were averaged using the mean. Based on the assignment of probes to targets, the intensities of the probes assigned to each contig were summarized using the robust median polish method (R script and data analysis algorithm available upon request).

### Statistical Analysis

The moderated t-statistics, moderated F-statistic, and log-odds of differential expression were computed by empirical Bayes (eBayes) shrinkage of the standard errors towards a common value (1% differentially expressed genes) [41]. The Benjamini-Yekutieli method was applied to correct for multiple testing.

The three experiments (Maternal/Zygotic, Ectoderm, Mesoderm) each consisted of multiple biological and technical replicates (eight replicates for each experiment, at least two biological), some of which were reverse labelled (dye swap). This information is specified by the design parameters and used for the linear model fit of the data, generating the average log_2_ fold change, standard error and log_2_ expression level for each target.

The identification of differentially distributed transcripts between Ectoderm and Mesoderm was based on the sets of statistically significant targets (p<0.05). The evaluation of the “Maternal vs. Zygotic” experiment was based on a significance threshold of p<0.05.

Further analyses and visualizations were done with Mayday [42].

### Microarray Layout

We performed three groups of experiments, all with biological and technical replicates. The samples used as technical replicates were split prior to hybridization on the chip. A total of 24 microarrays were used, distributed on four 8×15 k microarray slides (Figure S1). The biological material was obtained after microdissection of single embryos, which was a limiting factor. Therefore in some cases the input material was only enough for two biological replicates and two technical replicates; in these cases we filled up the remaining arrays on each slide with more technical replicates of biological samples which were converted into labelled cRNA more efficiently. For the “Early vs. Late” experiments, four biological replicates were used, and each of the biological replicates was hybridized to two microarrays (technical replicates). After quality control during the feature extraction step, two arrays were discarded, leaving a total of three biological replicates on six arrays (2+2+2). For the “Ectoderm vs. Rest” experiments, four biological replicates were used, two of them in two technical replicates, one in three technical replicates, and one on a single array. After discarding one array, a total of seven arrays (2+2+3) remained for the data analysis. For the “Mesoderm vs. Rest” experiments, two biological replicates were used and hybridized to a total of eight (2+6) microarrays. Fold-change values, differential expression and statistical significance were computed using all high-quality replicate values for each condition (after discarding low-quality arrays, see above). Furthermore, the algorithm that we used for the data analysis, Limma, differentiates between technical and biological replicates, which compensates for the different number of technical replicates. The raw and processed data from the microarray experiments is available at GEO (package accession number GSE41888).

### Annotation and Gene Ontology Enrichment Analysis

The 6542 targets were annotated using the blast2go platform and NCBI’s BLAST [21],[43]. GO enrichment analysis was performed also in blast2go using Fisher’s Exact Test with a cut-off for the p-value of 0.05.

### Sequence Analysis

Primer design and protein sequence alignments were done by using MacVector v. 8.0 (Accelrys). Overlapping sequences were analysed using AssemblyLIGN v. 1.09 (DNASTAR). Restriction enzyme sites in DNA sequences were analysed using NEB Cutter 2.0. In all cases the default settings of the manufacturer were used.

## Supporting Information

Figure S1 **Microarray layout.** Schematic representation of the four 8×15 k microarray slides used for the three groups of experiments performed in this study. Each box corresponds to a single two-color 15 k-array. For each array we used a pair of biological samples (e.g. “Ect” = pool of ectoderm progenitor cells; “Rest” = the remaining blastomeres from the same microdissection of embryos), labeled in parallel with either Cy5 or Cy3 fluorescent dyes. Numbers in the name of the samples indicate biological replicates. The correlation coefficient (R-squared value) for each array was calculated by Agilent’s Feature Extraction software based on the manufacturer’s control probes. Arrays that have a low R-squared value have been discarded from the analysis (dashed line). We used eight arrays for experiments not related to the current study (grey boxes).
(TIF)

Figure S2 **Correlation matrix plots for 8-cell stage microarray datasets.** For generating the correlation matrix we used the signal intensity values (processed signal after subtraction of the background intensity, generated by Agilent’s Feature Extraction software and prior to normalization). The heatmap illustrates the Spearman’s rank correlation coefficient for (A) the “Ectoderm vs. Rest” and (B) the “Mesoderm vs. Rest” datasets. The sample names correspond to the ones used in Tables S2 and S3.
(TIF)

Figure S3 **Semi-quantitative PCR for Ph-cg1295 siRNA injected embryos.** The RNAi knock-down experiment was validated by showing downregulation of the target RNA in siRNA-injected embryos. The semi-quantitative PCR was performed on three different cDNA templates, which were prepared from the RNA of embryos injected with Stealth-RNA1, Stealth-RNA2 and DEPC-water (Control injection) respectively. The embryos were injected at the 1-cell stage and RNA was isolated at the 8-cell stage. Beta-actin (Ph-b-act) was used as a reference gene.
(TIF)

Table S1 **Microarray analysis of early vs. late embryonic transcriptomes.** Full dataset from the transcriptome analysis of early (1- to 4-cell stage embryos) vs. late (embryonic day 2 to day 5) *Parhyale* embryos. The “Description” sheet of the Excel file contains an explanation of the table headers, as well as a list of samples and brief summary of the experimental procedure.
(XLSX)

Table S2 Microarray analysis of the 8-cell stage: ectoderm progenitors vs. rest of the embryo. Full dataset from the lineage-specific transcriptome analysis of the 8-cell stage embryo, where pools of ectoderm progenitor cells were compared to the remaining blastomeres. The “Description” sheet of the Excel file contains an explanation of the table headers, as well as a list of samples and brief summary of the experimental procedure.
(XLSX)

Table S3 Microarray analysis of the 8-cell stage: mesoderm progenitors vs. rest of the embryo. Full dataset from the lineage-specific transcriptome analysis of the 8-cell stage embryo, where pools of mesoderm progenitor cells were compared to the remaining blastomeres. The “Description” sheet of the Excel file contains an explanation of the table headers, as well as a list of samples and brief summary of the experimental procedure.
(XLSX)

Table S4 Summarized results for the 129 RNAs distributed asymmetrically in the 8-cell stage embryo. A list of the 129 unique RNAs that were identified as enriched in a subset of blastomeres at the 8-cell stage *Parhyale* embryo. The table provides gene annotation, as well as the fold-change and adjusted p-values from the three microarray experiments (as in tables S1–S3) for each of the 129 RNAs. The “Description” sheet of the Excel file contains an explanation of the table headers.
(XLSX)

Table S5 Gene ontology enrichment analysis. GO term analysis for each of the three microarray experiments (based on the processed and annotated results as given in tables S1–S3). The “Description” sheet of the Excel file contains an explanation of the table headers.
(XLSX)

Table S6 Summarized results of ISH experiments. ISH analysis was performed for 10 RNAs identified by microarray as differentially distributed at the 8-cell stage. The table provides a summary of the observed results, as well as the fold-change values from the microarray experiments (as in tables S2–S3). The “Description” sheet of the Excel file contains an explanation of the table headers.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

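Early embryos of Parhyale (1- to 4-cell stages) and late embryos (days 2 to 5 in the sample labels) were compared on 6 Agilent arrays with 2 channels each, in 3 biological replicates of 2 technical arrays. The arrays of dissected 8-cell embryos were not analysed here. The late stages are named in more than 1 way in the study, so the labels were used.

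The authors deposited, for each array, the output of Agilent Feature Extraction 9.5, the version named in the submitters' processing notes. The intensity values that the authors deposited for each spot and dye are mean signals, local background medians and background-subtracted signals, without scaling between dyes or arrays. The authors also deposited the scanner software's log10 ratio of Cy5 over Cy3 per spot, made after background subtraction and dye normalization. In the deposited results table, log2 ratios of late over early embryos and A-values came from the authors' analysis in limma with the steps named in the paper's methods. The p-value columns of that deposited table are the authors' p-values with and without Benjamini-Yekutieli adjustment, and its score columns are the authors' moderated statistic and log odds. The deposited flags mark spots that are saturated, well above background or outliers.

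Background-subtracted intensities were analysed in R 4.3.3 with limma 3.58.1: normexp correction with an offset of 50, loess within arrays, Aquantile between arrays, the mean of identical probes and median polish over the probes of a target. Control spots and spots marked as outliers by the scanner software had weight 0 in loess, and outlier spots were left out of the values; the removal of outlier spots was decided after the data were seen. An Agilent array has a single print block, so loess stands for the print-tip loess of the paper. A file that joins probes to contigs was not used here, so targets are the sequences the probes were designed on, with the 2 orientations kept apart: 9385 targets under 9067 names, of which 5021 are named in the deposited results table. A protein description was available for 4744 targets and a GO term for 4418. The computed log2 ratios correlated with the deposited ones at Pearson's r = 0.989 over 5019 shared targets, with a slope of the deposited on the computed ratios of 0.899.

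Technical arrays were averaged as labelled. The ratios were fitted in limma with lmFit and eBayes against 0, and p-values were adjusted by Benjamini-Yekutieli over the 9371 targets measured in at least 2 replicates, with a threshold of 0.05; 14 targets were left out. Expression was called at an A-value of at least 8.8. The pairing of early and late embryos on an array is part of the ratio, so the replicate block is in the design. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over 25 lists, and GO terms with two-sided Fisher's exact tests. A fold was given as a lower bound where a channel was not well above background on any array, computed against the level of the dimmest spots called well above background, or where a channel was saturated on all arrays. In the saturated case the bound is the fold at the measured means. Neither kind of bound includes the spread between replicates or between settings. The signal over background limits small ratios: the early channel was well above background for 30.8% to 62.2% of the spots of an array.

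The targets named in the text were set by a rule: all targets that the paper names; the 12 largest rises and 12 largest falls among expressed targets past the threshold that were measured in all replicates with the same direction, with 1 target per description and only descriptions that name a protein; and up to 4 members of each gene list with the smallest adjusted p. Part of Table S1 and all of Tables S4 and S6 had been read before that rule was written, so their values count as seen. Targets outside the rule are marked in the text as chosen after their values were seen. The rule, the gene lists, the tests and the main alternatives were set before the data were examined.

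The steps were tested on simulated data with the real spread between replicates, 3 replicates of 2 arrays and 9371 targets. Of 50 targets lowered by a log2 ratio of 2, 23 were called, and of 50 raised by it 21. At a log2 ratio of 1, none of 50 lowered and none of 50 raised targets was called in limma, and none of 9131 unchanged targets was. A shifted gene list was called, and none of 20 random lists was. The 2 arrays of a simulated replicate were closely alike, unlike the labelled pairs of replicates 2 and 3. Far fewer targets were changed than were called in the data. These shares of calls therefore need not hold for the data.

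Alternatives were other background and ratio values, no scaling between arrays, the mean of the probes, other treatments of the technical arrays, a dye term, separate channels, Benjamini-Hochberg adjustment, other sets of tested targets, other references for GO terms and leaving out each replicate. Added after seeing the data were keeping the outlier spots, leaving out arrays 4 and 6, the negative controls of the deposited table, GO annotations counted in place of targets, and Benjamini-Hochberg adjustment with crosswise pairs. Crosswise pairs count as chosen after the correlations between arrays had been seen. The contigs of the study and the parent terms of GO could not be rebuilt from the files.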

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

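The test of crosswise pairs was chosen only after the correlations between arrays had been seen; the other tests here were set before their results were seen.

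Of the reverse-orientation targets, 58 were expressed and past the threshold, 48 higher in early and 10 higher in late embryos; the deposited table lists the reverse target as the negative control for 1 of them, the forward target for 16 and neither for 41. Only 14.94% of the 87 bright reverse targets had a bright forward partner (EST with probes in both orientations), which argues against overlapping transcripts from both strands as the common case. It goes with the hypothesis that the ESTs concerned were cloned in the opposite orientation, so that the reverse probe may match the mRNA. Transcription of the opposite strand alone stays open, since the arrays hold no independent measure of strand. No biological condition of the design bears on it.

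Arrays 4 and 6 gave other ratios than arrays 3 and 5, across the labelled technical pairs. The differences of array 4 from array 3 and of array 6 from array 5 correlated at 0.9831 across expressed targets, but the likeness of arrays 3 and 5 and of arrays 4 and 6 fixes that value, so crossed labels and a technical difference shared by arrays 4 and 6 cannot be told apart. Compression of ratios by the background of arrays 4 and 6 is argued against as the whole cause: over targets with an A-value of at least 12, these arrays correlated with arrays 3 and 5 at only 0.8444. A part in it stays open, since the slope of arrays 4 and 6 on arrays 3 and 5 rose from 0.585 over all targets to 0.853 over these, and the correlation from 0.756. A difference between embryo collections was not tested.

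The count of 2479 targets past the threshold in either direction was the only one of its size among 4 ways to turn the sign of whole replicates (1 of 4), and the highest of the others was 0; 4 ways are too few for a share under 0.05.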

How the results depend on the processing

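Keeping outlier spots, leaving out arrays 4 and 6 and the negative controls of the deposited table were chosen after seeing the data. No call of a named target turned direction in the 16 alternatives run for single targets, which tested 78 to 128 of the named targets. Ratios near 0 that were not called could change sign when a replicate was left out. For Ph-Wnt-C the 3 replicates had ratios of -0.067, 0.027 and 0.013. Crosswise pairs, 6 arrays in place of replicates and separate channels average the same arrays, apart from missing values. Benjamini-Hochberg adjustment and the other sets of tested targets leave the ratios unchanged. None of these settings could be expected to turn a call. Many named targets were also chosen for replicates with the same direction or for a small adjusted p. Of 128 named targets, 109 lost their call with crosswise pairs, 75 with the scanner software's log ratios and 105 of the 123 tested without replicate 2 or without replicate 3. The fold change moved by over 1.5 times for 68 of them with the scanner software's log ratios, for 2 with the mean signals and for 1 without replicate 1. With the scanner software's log ratios all 68 moved away from 0, such as Ph-armadillo from a log2 ratio of -0.70 to -2.30. The folds printed for such targets are thus the smaller of the 2 readings. The cause of these shifts was not tested.

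Counts of targets higher early, higher late, maternally enriched and zygotically enriched were 218, 183, 124 and 125 with the scanner software's log ratios, with 12 asymmetric RNAs called early; 2249, 2013, 999 and 960 with a dye term, with 4 gene lists past the threshold. With Benjamini-Hochberg adjustment 2340 were higher early, 1972 higher late and 872 zygotically enriched. Among targets with an A-value of at least 8.8 alone, 627 were higher early and 516 late. Restricted to names in the deposited table, the counts were 712, 544, 271 and 202, with 821 expressed targets. Without arrays 4 and 6, 1729 were higher late, 5083 had an early channel well above background on every array and 5 gene lists passed, 4 with arrays 3 and 5 averaged as well; 3 lists passed with outlier spots kept and 0 in camera with an estimated correlation. With the A cut-off from the reverse targets, 5 targets were expressed, 5 maternally and 0 zygotically enriched; that cut-off was 9.741 from the dimmer targets and 9.674 from the deposited negative controls.

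With the technical pairs crossed, limma called 0 targets higher early, 0 higher late, 0 maternally enriched, 0 zygotically enriched and 0 asymmetric RNAs early, with 3498 targets at an unadjusted p under 0.05 and 2215 by Benjamini-Hochberg; the smallest adjusted p was 0.0509.

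Leaving out 1 replicate gave 0 to 2125 targets higher early, 0 to 1779 higher late, 0 to 1022 maternally and 0 to 878 zygotically enriched, 0 to 43 asymmetric RNAs called early and 5 to 8 gene lists. The values of 0 came without replicate 2 or replicate 3, where limma found 3712 and 3799 targets at an unadjusted p under 0.05 and 2639 and 2664 by Benjamini-Hochberg. RNA binding had a fold of 0.6295 (p = 0.0362 in Fisher's exact test) without replicate 1, the only such setting with a maternal set, and of 0.6313 (p = 0.0464) when only targets well above background were tested. RNA helicases turned to -0.0978 (signed log10 of the adjusted p, 0.798) when only targets with an A-value of at least 8.8 were tested.

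Without the replicate block, with both channels fitted as separate samples, 1436 targets were higher early and 1073 higher late; the call of 2 gene lists, RNA helicases and yolk and ovary, was lost and that of DNA replication gained. The labelled pairs had a consensus correlation of -0.231. GO terms could not be tested without replicate 2, without replicate 3 or with crossed pairs, since no maternal set was called. Signal over background limits targets near the floor, where ratios shrink towards 0.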

Differences from the paper's values

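Targets here are sequences by name, where the paper counts contigs, so counts have different bases; the thresholds are the paper's. The paper reports 1494 expressed genes and 2395 expressed targets were found here. Of the 16 alternatives, those without replicate 2 (2090) and without replicate 3 (2093) came within 1.5 times of the paper's value. The other 14 did not.

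The paper's cut-off from the antisense targets is an A-value of 8.8. Here the mean plus 3 SD over reverse targets was 15.766. For the dimmer target of each pair it was 9.741, nearer to the paper's value but still above it on the log2 scale. The reverse targets are not the paper's set of controls: the deposited table lists the reverse orientation as control for 100 of these ESTs and the forward orientation for 80. Over the listed controls, a set chosen after seeing the values, the result was 9.674, and 9.847 from the A-values the authors deposited. The paper states that 181 ESTs had probes in both orientations, and 318 were found here, with no alternative.

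For zaFBplate1_H17_073 the paper's fold is 180 and the fold here is 345. All 16 alternatives, which ranged from 317.6 to 398.3, differed as well. The early channel of this target was saturated on 2 of 6 arrays, so the folds found here are not exact. The paper puts the maternally provided RNAs at more than 1000, with no threshold stated, and 2935 targets had an early channel well above background on every array here. No alternative was set before the data were examined; without arrays 4 and 6, chosen after seeing the values, the count was 5083.

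Over the 94 asymmetric RNAs found by name, the paper's tables give 11 as late and 5 were called late here. A dye term (10), Benjamini-Hochberg adjustment (8) and leaving out replicate 1 (10) came within range and the other 13 alternatives did not. The paper's tables give 6 of them as expressed at both stages and 21 were found here; without replicate 1 the number was 9, within range, and the other 15 alternatives differed. None of the 94 was called in the opposite direction, and all 36 early and 5 late calls are calls of the paper too.

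For RNA binding over all targets, the paper's fold in Table S5 is 1.342 and the fold here was 0.7704; 1.192 with the scanner software's log ratios was within range, and the other 13 alternatives differed. By its description sheet, Table S5 divides by the total number of GO terms of a set (4135 for the maternal set), and the 0.7704 divides by targets; divided by GO terms, a setting chosen after seeing the values, the fold here was 0.7467.

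In gene statements, the paper finds peptidase activity and RNA binding overrepresented in the maternal set against all targets, and here neither passed the exact test (p = 0.4556 and p = 0.3621). Terms were used here as deposited, without their parent terms, so the tests may also differ in the terms counted. The paper describes its late asymmetric RNAs as mostly metabolic, and of the 5 called here the NADH dehydrogenase protein is the clear case. Of the 94 asymmetric RNAs found, the paper's tables give 48 as early and 36 (38.3%) were called early here.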

Other observations

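Crustins, antimicrobial peptides of crustacean blood cells, were higher in late embryos: crustin Pm5 (3500298_1) had a log2 ratio of late over early of 4.35 (standard error 0.13, n = 3), and crustin P (3498691_2) was at least 8.26-fold higher. Alpha2 macroglobulin (3507033_2), a protease inhibitor, went the other way with -2.58 (standard error 0.10). Of 23 blood cell targets, 2 rose, 2 fell and 19 did not pass (2 and 2 when adjusted over the list alone), with an adjusted p of 0.353 in camera. Muscle targets included actin (3495906_2, 4.23, n = 2); 2 of 44 rose, 1 fell and 41 did not pass (2 and 1 when adjusted over the list alone; adjusted p = 0.153). Of 21 midgut enzyme targets 4 rose, 1 fell and 16 did not pass (5 and 2 when adjusted over the list alone; adjusted p = 0.153), among them bile-salt-activated lipase (3507323_1, 2.44, standard error 0.10). Of 32 cuticle and chitin targets 3 rose, 4 fell and 25 did not pass (6 and 5 when adjusted over the list alone; adjusted p = 0.560), with chitinase 7 (zamn06_E22_091) at least 3.52-fold higher in early embryos. Of 4 hemocyanin targets none rose and 1 fell (adjusted p = 0.904), and of 10 nerve targets none rose and 1 fell (adjusted p = 0.912). The fallen nerve target was survival of motor neuron protein-interacting protein 1 (3501204_1), and the fallen muscle target was actin-related protein 10 (3500483_1). Lists went by words of the descriptions, so these need not mark the tissue.

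Mitochondrial ribosomal proteins split: 8 of 39 rose (also 8 when adjusted over the list alone), such as S25 (3498577_1, 2.05, standard error 0.07), and 5 fell (6 when adjusted over the list alone), such as L24 (3496744_1, -1.31, standard error 0.07), with an adjusted p of 0.747. Oxidative phosphorylation had 4 risen and 5 fallen of 78 targets (adjusted p = 0.853); its test pointed down while its mean of 0.04 and median of 0.01 were above 0, and the mean of the mitochondrial ribosomal proteins (0.02) and of the hemocyanins (-0.06) also differed in sign from their tests. Proteasome and ubiquitin had 9 risen and 6 fallen of 82 (adjusted p = 0.550), splicing factors 6 and 7 of 49 (adjusted p = 0.821), cell division 2 and 5 of 25 (adjusted p = 0.175), histones 1 and 0 of 4 (adjusted p = 0.0849), heat shock proteins and chaperonins 10 and 6 of 41 (adjusted p = 0.581) and developmental regulators 4 and 2 of 25 (adjusted p = 0.550).

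The target zams13_P19_066, given for Ph-cg0294, had a log2 ratio of -2.45 (standard error 0.24, adjusted p = 0.0241 in limma), and zams17_F24_092, given for Ph-cg0332, one of -1.63 (adjusted p = 0.176, n = 2). For Ph-cg1359 the reverse target of zaFBplate1_I23_088 rose by 2.03 (standard error 0.12) and the forward target, whose late channel was saturated on 4 of 6 arrays, had a ratio of 0.52 (adjusted p = 1).

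By the authors' deposited calls, counted in the same way, peptidase activity was found in 25 of 566 maternal and 262 of 5685 annotated targets (fold 0.958, p = 0.916 in a two-sided Fisher's exact test) and RNA binding in 28 and 500 (fold 0.563, p = 0.000403 in the same exact test). These shares are of targets with the terms as deposited, without their parent terms. The paper's fold comes from blast2go and divides by GO terms, so the measures are unlike. The counts of calls in the deposited table were 1523, 1278, 1494, 690 and 568, as in the paper.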
